# Microglia orchestrate synaptic and neuronal stripping: Implication in neuropsychiatric lupus

**DOI:** 10.1111/jcmm.18190

**Published:** 2024-03-17

**Authors:** Yishan Zhou, Liang Chen, Xiulan Zheng, Qijun Fang, Yunzhi Qian, Tianshu Xu, Jun Liang, Huajun Zhang, Xiaojuan Han, Lingyun Sun

**Keywords:** systemic lupus erythematosus, neuropsychiatric lupus, microglia, M1 phenotype, synaptic stripping, cerebrospinal fluid

## Abstract

Systemic lupus erythematosus (SLE), a multifactorial autoimmune disease, can affect the brain and cause neuropsychiatric dysfunction, also named neuropsychiatric lupus (NPSLE). Microglial activation is observed in NPSLE patients. However, the mechanisms regulating microglia‐mediated neurotoxicity in NPSLE remain elusive. Here, we showed that M1‐like proinflammatory cytokine levels were increased in the cerebrospinal fluid (CSF) of SLE patients, especially those with neuropsychiatric symptoms. We also demonstrated that MRL/lpr lupus mice developed anxiety‐like behaviours and cognitive deficits in the early and active phases of lupus, respectively. An increase in microglial number was associated with upregulation of proinflammatory cytokines in the MRL/lpr mouse brain. RNA sequencing revealed that genes associated with phagocytosis and M1 polarization were upregulated in microglia from lupus mice. Functionally, activated microglia induced synaptic stripping in vivo and promoted neuronal death in vitro. Finally, tofacitinib ameliorated neuropsychiatric disorders in MRL/lpr mice, as evidenced by reductions in microglial number and synaptic/neuronal loss and alleviation of behavioural abnormalities. Thus, our results indicated that classically activated (M1) microglia play a crucial role in NPSLE pathogenesis. Minocycline and tofacitinib were found to alleviate NPSLE by inhibiting micrglial activation, providing a promising therapeutic strategy.

## 1 INTRODUCTION

Systemic lupus erythematosus (SLE) is a chronic autoimmune disease characterized by excessive autoimmune activation, which causes the immune system attacks many tissues, especially the kidney and brain.^1^ Brain involvement occurs in 40%–90% of SLE patients, and the associated neuropsychiatric dysfunction, also known as neuropsychiatric lupus (NPSLE), represents one of the major causes of mortality in SLE patients.^1^, ^2^ Patients with primary and diffuse NPSLE present with a variety of symptoms that range from anxiety, depression, delirium and cognitive impairment to psychosis.^2^ These central nervous system (CNS) symptoms negatively affect patients' quality of life. While the exact aetiology of NPSLE remains largely unclear, certain autoantibodies, immune cell infiltrates and cytokines have been reported to participate in the pathological process of both primary and diffuse NPSLE.^3^ Moreover, the agents currently used to control immune cell activation or autoantibody levels show fewer neuroprotective effects but many side effects.

Although SLE is a multifactorial disease, neuropsychiatric symptoms are typically observed in patients in an early stage of the disease.^4^, ^5^ In particular, in a lupus mouse model, psychiatric dysfunction is detected prior to serological pathology.^6^ These findings suggest that CNS cells/factors rather than peripheral autoimmune cells/mediators are involved in the disease. Correspondingly, strategies that target a specific cell type in the brain may reduce off‐target toxicity and be more efficacious in the treatment of NPSLE than some drugs currently used to treat lupus, which induce broad immunosuppression and cytotoxicity. Thus, there is an urgent need to identify key mediators in the brain and develop targeted therapeutic strategies for NPSLE.

Microglia, resident macrophages within the brain, are the predominant immune cells in the CNS. Microglia‐mediated neuroinflammation plays an important role in the pathogenesis of many neurodegenerative diseases.^7^ Increased microglial activation has been reported in the brains of NPSLE patients and lupus mice.^8^, ^9^, ^10^ Depending on the microenvironment, microglia can adopt one of two major phenotypes, termed M1 (classical activation) and M2 (alternative activation).^11^, ^12^ Functionally, M1 microglia produce many proinflammatory factors and release them into the extracellular milieu, eventually causing damage to surrounding neurons.^13^, ^14^ In addition to playing an inflammatory role, classically activated microglia exhibit increased phagocytosis, through which they engulf dendritic spines and contribute to synapse loss in mild/early forms of many mental disorders.^15^, ^16^ These findings indicate that targeting microglial activation has therapeutic potential for neuroinflammatory‐related diseases.

During the development of SLE and M1 microglial polarization, the Janus kinase (JAK) family plays important roles in cytokine signalling and phenotype induction,^17^, ^18^ which indicates that small‐molecule inhibitors of JAKs may have therapeutic potential for NPSLE. Tofacitinib, a Food and Drug Administration (FDA)‐approved nonselective JAK inhibitor, has been used to treat rheumatoid arthritis,^19^ ulcerative colitis^20^ and psoriatic arthritis^21^ in many experimental studies and clinical trials. Our previous study showed that tofacitinib could ameliorate lupus nephritis (LN) in lupus mice by increasing the expression of TGFbRI and suppressing the activation of CD4^+^ T cells.^22^ However, the contribution of tofacitinib to microglial polarization and neuropsychiatric dysfunction in SLE remains unknown.

In the present study, we utilized CSF samples from SLE patients and mice of the MRL/lpr strain, a validated lupus‐prone model, to investigate the mechanism of microglial activation in NPSLE. We revealed that the levels of M1‐associated proinflammatory cytokines were increased in the CSF of NPSLE patients and that classically activated microglia were involved in synaptic/neuronal stripping in the brains of lupus model mice. Importantly, we found that minocycline and tofacitinib inhibited microglial activation‐mediated synaptic engulfment and inflammatory neurotoxicity in vivo and in vitro. Moreover, both minocycline and tofacitinib significantly ameliorated neuropsychiatric dysfunction in MRL/lpr mice. Collectively, our results provide a promising therapeutic strategy for NPSLE.

## 2 MATERIALS AND METHODS

### 2.1 Study approval and human subjects

In total, 14 patients with NPSLE, 9 SLE patients without NP manifestations (non‐NPSLE patients) and 6 controls (healthy volunteers or encephalitis patients) from the Department of Rheumatology and Immunology of the Affiliated Drum Tower Hospital of Nanjing University Medical School were enrolled as we previously reported.^23^ Clinical diagnosis was assessed according to the American College of Rheumatology (ACR) revised SLE criteria^24^ and nomenclature and case definitions for NPSLE.^25^ Specially, patients with diffuse neuropsychological manifestations (dNPSLE, clinical symptoms including mood or memory disorder, psychosis and delirium) were included. The study was approved by the Ethics Committee of our institute (ID: SC201700201), and written informed consent for the collection of cerebrospinal fluid (CSF) was obtained from all participants.

### 2.2 Mice and treatments

Female MRL/MpJ‐Fas^lpr^ (MRL/lpr) and MRL/MpJ (MRL/mpj) mice were obtained from Shanghai Lingchang Biotechnology Corporation (Shanghai, China). Newborn or pregnant C57BL/6 mice were obtained from the Model Animal Research Center of Nanjing University (Nanjing, China). All animals were maintained under specific pathogenfree and standard laboratory conditions. To inhibit phagocyte activation, the MRL/lpr mice were randomly divided and treated with minocycline (50 mg/kg/d, Sigma‐Aldrich, M2280000; daily by i.p. injection for 3 weeks starting at the fifth week)^26^ or PBS. For JAK inhibition, the MRL/lpr mice were treated with tofacitinib (15 mg/kg/d, Abmole Bioscience, CP‐690550; daily by oral gavage for 10 weeks starting at the 10th week)^22^ and vehicle (0.5% methylcellulose/0.025% Tween 20 in ddH_2_O). All experiments were approved by the Ethics Committee for Animal Research of the Affiliated Drum Tower Hospital of Nanjing University Medical School (No. 2019AE01084).

### 2.3 Olink cytokine measurements

The relative concentrations of inflammatory cytokines in CSF from SLE or control individuals were analysed by multiplex proximity extension (MPE) assay with the provided Inflammation Probe Panel assay of 92 analytes (Olink Bioscience, Uppsala, Sweden) detected by a Fluidigm Biomark reader (Fluidigm Corporation, USA) following the vendor's (LC‐Bio Technology CO., Ltd., Hangzhou, China) recommended protocol. The data are reported as normalized protein expression values (NPX, Olink Proteomics arbitrary unit on a log2 scale) as described.^27^ Significance was assessed using the *t*‐test (*p* < 0.05).

### 2.4 Tissue imaging and immunofluorescence analysis

The brain tissues were embedded in OTC and sectioned at 25 μm using a freezing microtome. For fluorescence immunostaining, brain sections were rinsed with PBS, permeabilized with PBS containing 0.3% Triton X‐100 (PBST), blocked with blocking buffer (5% bovine serum albumin in PBST) for 1 h and incubated with primary antibodies (IBA‐1, 1:500, Wako, 019–19741; PSD‐95, 1:500, Abcam, ab2723; NeuN, 1:500, Abcam; ab177487) overnight. Sections were then washed, incubated with secondary antibodies and mounted using ProLong Diamond medium (Invitrogen, PK401). For neuron and microglia quantification, stained samples were scanned using a Olympus FV3000 confocal laser microscope and quantitatively analysed by the optical fractionator method (Stereo Investigator software, Microbrightfield) as described.^28^ For microglial engulfment analysis, sections stained for IBA‐1 and PSD‐95 were imaged using an Olympus SpinSR spinning disk confocal microscope. IBA‐1^+^ microglia were then 3D reconstructed with Imaris software (Bitplane, Zurich, Switzerland), and synaptic puncta inside the IBA‐1^+^ phagocytes were quantified using the spot rendering function as described.^29^

### 2.5 Golgi staining

For dendritic spine quantification, brain sections were stained using the FD Rapid Golgi Stain kit (FD Neuro Technologies, PK401) according to the manufacturer's instructions. Golgi‐stained neurons and dendritic segments from the hippocampus were imaged under a microscope (FV3000 Microscope, Olympus) with a 100× objective. Dendritic branching and spines were analysed using NIH ImageJ software as we previously described.^29^

### 2.6 Ex vivo isolation of microglia

Ex vivo microglia isolation was performed as described.^30^ Deeply anaesthetised mice were intracardially perfused with ice‐cold PBS. Brain tissues were minced and enzymatically digested in DMEM/F12 containing 2% FBS, 0.5 mg/mL collagenase type IV (Sigma‐Aldrich) and 20 U/mL DNase I (Sigma‐Aldrich) at 37°C for 1 h with shaking. The homogenates were then filtered with a strainer (70 μm) and centrifuged at 500 g for 10 min. Cell pellets were resuspended in 4 mL of a 37% Percoll solution (GE Healthcare, 17‐0891‐09). The pellets containing microglia were obtained by density gradient centrifugation and resuspended in MACS buffer. CD11b^+^ Microglia were isolated using manual MACS sorting (Miltenyi Biotec, 130‐093‐636) according to the manufacturer's instructions.

### 2.7 RNA sequencing

RNA sequencing of isolated microglia was conducted as reported.^29^ Total RNA was extracted from microglia using Trizol reagent (Thermo Fisher) and mRNA was purified and reverse transcribed to create the cDNA templates, which were next used to synthesize the final cDNA libraries. 2 × 150‐bp paired‐end sequencing (PE150) was performed using the Illumina Novaseq™ 6000 sequence platform (LC‐Bio Technology Co., Ltd., Hangzhou, China) according to the vendor's recommended protocol. Reads obtained from the sequencing analyses were filtered by Cutadapt and aligned to the murine reference genome using HISAT2 package. DEGs (|log2FC|≥1 and *q* < 0.05) were analysed using DESeq2 software. DEGs were then subjected to enrichment analyses of GO functions and KEGG pathways.

### 2.8 Cell culture and treatment

Primary microglia and neurons were obtained from postnatal (P1 to P2) and embryonic (E14/15) mice, respectively, as described.^31^ In brief, cortex tissues were dissected, mechanically dissociated, digested with trypsin and filtered through a 70 μm filter to obtain a single cell suspension. For microlgia culture, the obtained cells were plated on poly‐L‐lysine‐precoated flasks and cultured in DMEM supplemented with FBS (10% v:v) and penicillin/streptomycin (1% v:v). 1–2 weeks later, microglia were dissociated by shaking the flasks and plated on poly‐L‐lysine‐precoated 24‐well plates. For M1 phenotype induction, microglia were treated with 100 ng/mL LPS (Sigma‐Aldrich) and 20 ng/mL IFNγ (Peprotech) for 24 h. For pharmacological measurements, the JAK inhibitor tofacitinib (TOF, 10 μM) was added 1 h before stimulation. For primary neuron culture, filtered and obtained single cells were plated on poly‐L‐lysine‐precoated 96‐/24‐well plates and cultured with Neurobasal medium (21103049, Gibco) supplemented with B27 (2% v:v, Gibco, 17504044) and penicillin/streptomycin (0.5% v:v). For toxicity assessments, primary neurons were treated with microglia‐conditioned media (MCM) mixed with the neurobasal culture medium (1:2) for 12 h.

### 2.9 Cell viability CCK‐8 assay

The changed cell viability of MCM treatment was detected by cell counting kit‐8 (CCK‐8 Kit, c0037, Beyotime, Shanghai, China) as reported.^31^ In brief, cortical neurons were seeded in 96‐well plate and then treated with MCM for 12 h. Then 10 μL of CCK‐8 reagent was added to each well for 4 h. Finally, the absorbance was detected by the Multiskan Spectrum (Thermo Fisher Scientific) at 450 nm.

### 2.10 Quantitative real‐time PCR

Real‐time PCR was performed using StepOnePlus Real‐Time PCR Systems (Applied Biosystem). Total RNA was extracted from cortex tissues using TRIzol reagent (Vazyme Biotech, R401‐01). cDNA was synthesized using a HiScript III RT SuperMix for qPCR Kit (Vazyme, R323‐01). Next, the cDNAs were amplified and quantified using ChamQ SYBR qPCR Master Mix (Vazyme, Q341‐02). *Gapdh* was used as an internal control. Primer sequences used for qPCR were as follows:

mGapdh F: CAAAAGGGTCATCTCC; R: CCCCAGCATCAAAGGTG.

mIl6 F: CCCCAATTTCCAATGCTCTCCT; R: CATAACGCACTAGGTTTGCCG. mTnfα F: CCCACGTCGTAGCAAACCA; R: GGCAGAGAGGAGGTTGACTT. mCcl3 F: ATGCAAGTTCAGCTGCCTGC; R: ATGCCGTGGATGAACTGAGG.

### 2.11 Mouse behavioural testing

Behavioural tests was monitored through a video camera and analysed with a video tracking system (Top Scan software; Top Scan Software & Instruments, USA) as reported.^29^ The elevated‐plus maze (EPM) test and novelty Y maze (NYM) test were performed to assess anxiety‐like behaviour and memory, respectively. EPM consists of two open and two closed arms that extend out from a central platform. Individual mouse was placed in the center platform of the maze and allowed to explore the apparatus for 6 min. The entries in open and closed arm as well as the total time spent in open, closed and center compartments were recorded. Novelty Y maze consisted of a forced choice trial and a free‐choice trial. For forced choice trial, the start arm and one test arm were open, with access to the second test arm blocked. Individual mouse was placed in the start arm and allowed to explore the open test arm for 3 min. For free‐choice trial, the mice were placed back into the Y maze and allowed to explore both the open and test arms for 3 min. For each mouse, the entries in previously non‐accessible arm (the novel arm) and percentage of time exploring the novel arm during the free‐choice trial were calculated.

### 2.12 Statistical analysis

For all statistical analyses, GraphPad Prism 6.0 software was used. Error bars represent SEM in all figures. Analyses used in this study include one‐way ANOVA, or Student's *t*‐test. For ANOVA analyses, Tukey's post hoc tests were subsequently performed. Significance is reported at *p < 0.05, **p < 0.01 and ***p < 0.001.

## 3 RESULTS

### 3.1 The levels of M1‐associated proinflammatory factors were increased in the CSF of NPSLE patients

To identify the differentially expressed cytokines in the SLE brain, CSF samples from SLE and control subjects (Table S1) were hybridized with an inflammation panel of 92 predefined cytokines, chemokines and other proteins (Table S2) for a proximity extension assay (PEA). According to the data, 41 of 54 specific proteins (detected in >70% of samples) were differentially expressed between SLE patients and control individuals (adjusted *p* < 0.05, Table S2). Then, to identify the potential factors involved in the pathogenesis of lupus‐related brain injury, we further divided the SLE patients into patients with neuropsychiatric symptoms (NPSLE patients) and patients without neuropsychiatric symptoms (SLE patients, non‐NPSLE patients). Single‐protein logistic regression models revealed that 13 of 54 specific proteins, including OSM, IL8, MCP‐2, CCL4, TNF and other inflammatory factors, were differentially expressed (adjusted *p* < 0.05) between NPSLE and non‐NPSLE patients (Figure 1A). We confirmed that the levels of M1 markers such as IL6, IL8, TNF, CCL3, OSM and MCP3 were significantly increased in the CSF of NPSLE patients compared to that of non‐NPSLE patients (Figure 1B–G). Among the markers, IL8, OSM, CCL4, CCL3 and CCL28 were most strongly associated with a diagnosis of NPSLE, evidenced by the individual ROC curve (Figure 1H) and the total ROC curve through logistic regression model (Figure 1I). These data indicate that the presence of M1‐associated proinflammatory factors in the CSF is associated with neuropsychiatric dysfunction in SLE.

**FIGURE 1:**
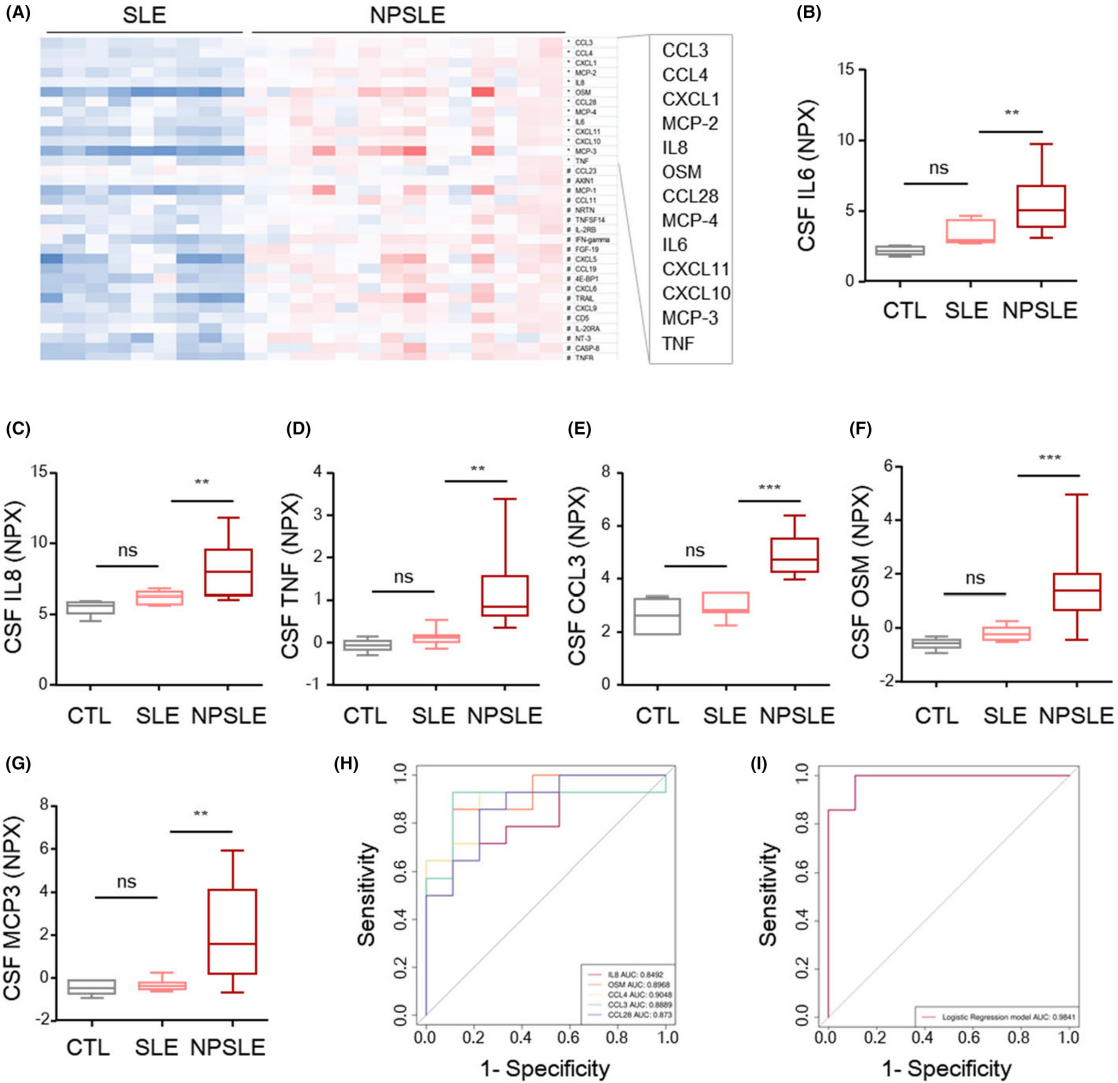
The levels of M1‐associated proinflammatory factors are elevated in the CSF of patients with NPSLE. (A) Screening of significantly upregulated cytokines in the CSF of patients with NPSLE (NPSLE; *n* = 14) and non‐NPSLE patients (SLE; *n* = 9). (B–G) Relative protein levels of IL6, IL8, TNF CCL3, OSM and MCP3 in the CSF of NPSLE patients (*n* = 14), SLE patients (SLE, *n* = 9) and controls (CTL, *n* = 6). (H) Area under the ROC curve (AUC) of the individual top five upregulated cytokines (with the smallest *p*‐value) in the CSF of patients with NPSLE (*n* = 14) compared with that of patients with SLE (*n* = 9). (I) Total ROC curve of the top five cytokines in (H) through logistic regression model. The data are presented as the mean ± SEM. * in (A) adjusted *p* < 0.05; # in (A) *p* < 0.05. **p < 0.01; ***p < 0.001. *p‐*values were determined by *t*‐test (A) or one‐way ANOVA followed by Tukey's post hoc test (B–G). NPX, normalized protein expression values. See also Tables S1 and S2; ns, not significant.

### 3.2 MRL/lpr mice developed anxiety‐like behaviour in the early stage of lupus and cognitive impairment in the active stage of lupus

In most SLE patients, psychiatric disorders and cognitive impairment occur at different stages of the disease.^3^, ^29^ To assess CNS injury and investigate the underlying mechanisms, we monitored neuropsychiatric changes in the MRL/lpr strain, a well‐established lupus‐prone murine model.^32^, ^33^ MRL/lpr mice developed typical systemic lesions, as evidenced by increased proteinuria and the presence of anti‐dsDNA antibodies in the serum, consistent with our previous reports.^29^, ^34^ We found that MRL/lpr mice exhibited increased anxiety‐like behaviour at 6 weeks of age (the early stage of lupus), as evidenced by the fact that they made fewer number of entries into (Figure 2A) and spent less time in (Figure 2B) the open arms of the elevated‐plus maze (EPM) than wild‐type control animals. Anxiety‐like behaviour was further aggravated at 16 weeks of age (the active stage of lupus, Figure 2A,B). We then assessed cognitive function by the novelty Y maze (NYM) test. We found that MRL/lpr mice behaved similarly to wild‐type control mice at 6 weeks of age but exhibited cognitive impairment at 16 weeks of age (Figure 2C,D).

**FIGURE 2:**
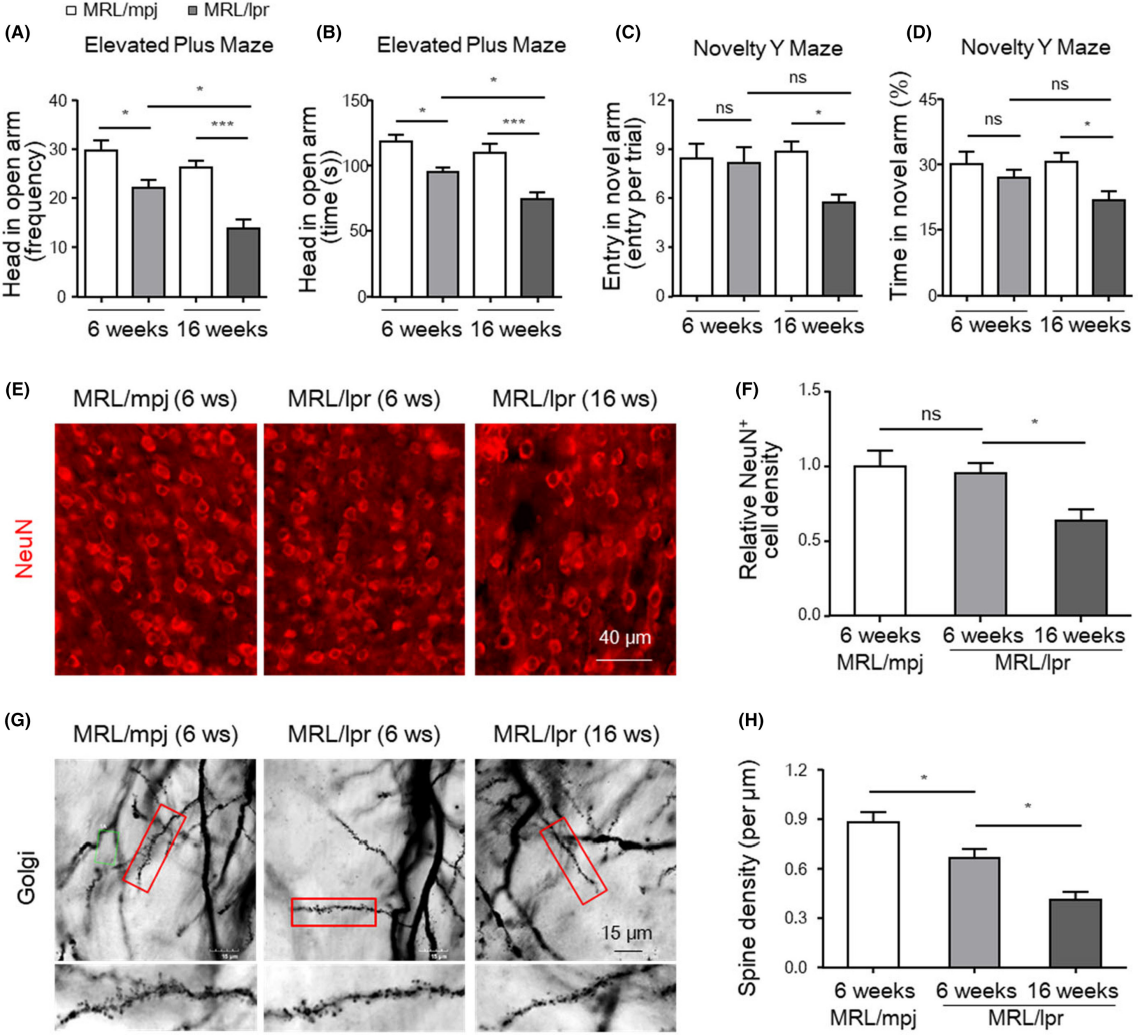
MRL/lpr mice developed anxiety‐like behaviour and cognitive impairment in the early and active stages of lupus. (A–D) Behavioural performance of 6‐week‐old and 16‐week‐old female MRL/lpr mice and matched controls (MRL/mpj) in the EPM and NYM tests (*n* = 8). (E, F) Representative image and quantification of NeuN expression in prefrontal cortex in MRL/mpj and MRL/lpr mice at the indicated time points (*n* = 5). Scale bar, 40 μm. (G, H) Images and quantification of Golgi‐stained dendritic spines in DG granule neurons in MRL/mpj and MRL/lpr mice (*n* = 5). Scale bar, 15 μm. The data are presented as the mean ± SEM. *p < 0.05; ***p < 0.001. *p‐*values were determined by one‐way ANOVA followed by Tukey's post hoc test (A–D, F, H). EPM, elevated‐plus maze; NYM, novelty Y maze; ns, not significant.

The prefrontal cortex and hippocampus are the major brain regions responsible for emotion and learning. Stereological counts of neurons, marked by NeuN staining, revealed that there was no difference in the number of neurons in prefrontal cortex in and CA1 region between MRL/lpr and control mice at 6 weeks of age (Figure 2E,F). However, the number of NeuN^+^ neurons in the prefrontal cortex was significantly reduced in MRL/lpr mice at 16 weeks of age (Figure 2E,F). Synaptic defects rather than neuronal death might be involved in mild neuropathy.^35^ Golgi staining revealed that the number of dendritic spines in DG granules was reduced in MRL/lpr mice at 6 weeks of age and that this decrease was further aggravated at 16 weeks of age (Figure 2G,H). These results suggest that synaptic defects and neuronal loss may be causes of early anxiety and later cognitive impairment, respectively, in SLE.

### 3.3 MRL/lpr mice showed increased microglial overactivation and elevated proinflammatory factor levels in the brain

Increased neuroinflammation plays crucial roles in neuronal damage, and microglia are the major mediators of neuroinflammation. We performed immunofluorescence staining of IBA‐1, a microglial marker, to investigate microglial activation. MRL/lpr mice showed extensive microglial overactivation, as evidenced by increases in the number of overactivated microglia with ameboid morphology in the prefrontal cortex and CA1 region (Figure 3A–D). Classical activation (also termed M1 polarization) of microglia is associated with the generation of multiple proinflammatory cytokines.^11^, ^14^ We assessed the mRNA levels of these proinflammatory cytokines in the brains of lupus mice and found that the levels of M1‐associated factors, such as *Il6*, *Il8*, *Tnfα* and *Ccl3*, in the cortex were increased in MRL/lpr mice compared to control mice at 8 weeks of age, although the difference in *Il8* levels was not significant (Figure 3E–H). Moreover, the levels of most of these cytokines increased as the disease progressed (Figure 3E–H). These results were consistent with the changes observed in the CSF of NPSLE patients.

**FIGURE 3:**
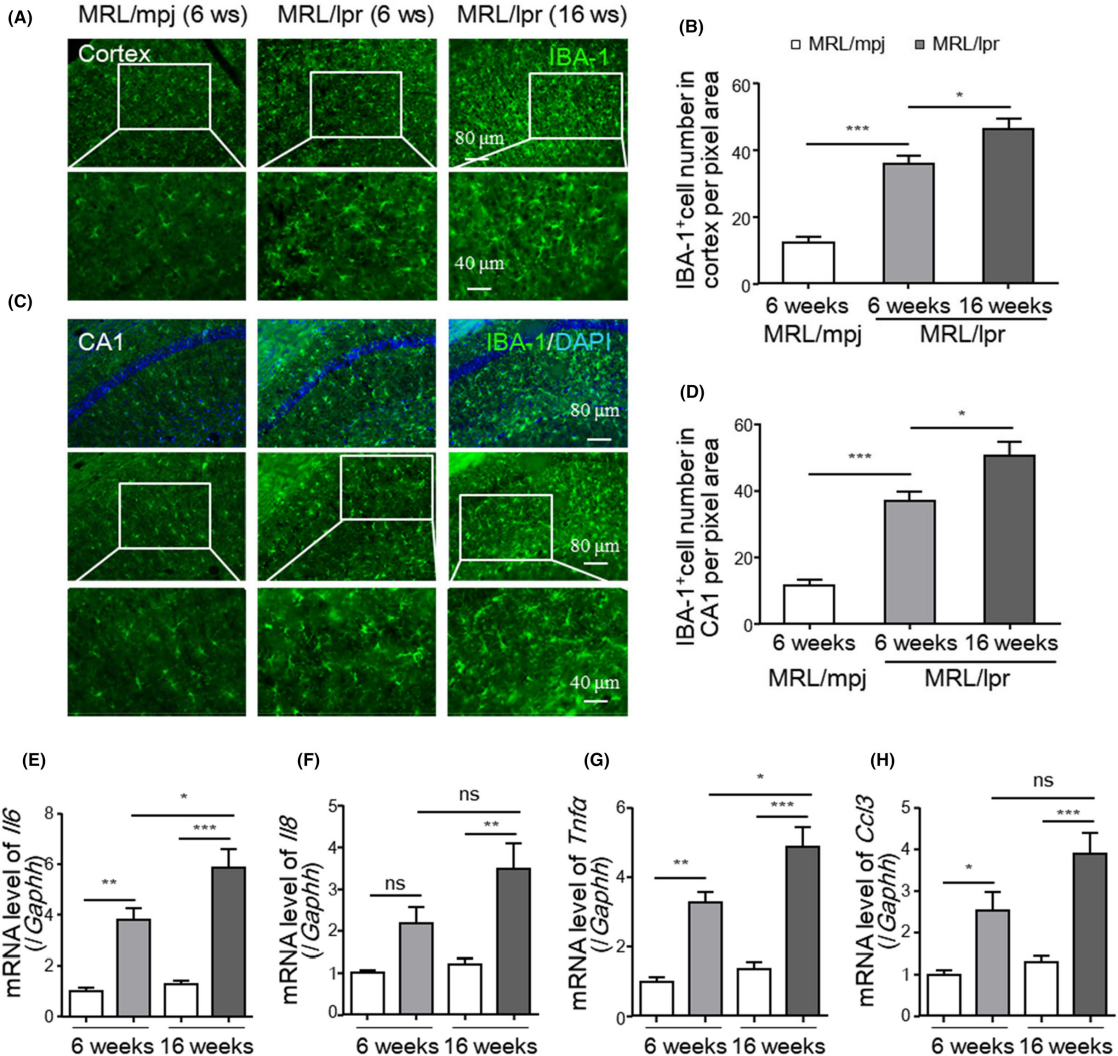
MRL/lpr mice showed increased microglial activation and elevated proinflammatory cytokine levels in the brain. (A–D) Representative IBA‐1 immunofluorescence images (A, C) and the average density of microglia in prefrontal cortex and hippocampal CA1 sections (B, D). Scale bars, 80 and 40 μm under magnification (*n* = 5 mice/group). (E‐H) mRNA levels of *Il6* (E), *Il8* (F), *Tnfα* (G) and *Ccl3* (H) in the cortices of MRL/lpr mice and matched littermate controls (MRL/mpj) (*n* = 5 mice/group). The data are presented as the mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001. *p‐*values were determined by one‐way ANOVA followed by Tukey's post hoc test; ns, not significant.

Collectively, these data suggest that lupus mice exhibit microglial overactivation and increased neuroinflammation, which promote neuronal degeneration.

### 3.4 Transcriptional profiling reveals molecular changes in microglia in lupus mice

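Microglia were isolated from brains on a Percoll gradient and selected magnetically for CD11b, a surface protein of microglia and other myeloid cells. MRL/lpr mice carry the lpr mutation of Fas, and MRL/mpj mice are the matching strain without it. RNA from 3 preparations of each strain was sequenced as paired reads of 150 bp. The labels of the libraries give an age of 6 weeks. The paper's methods describe female mice, but the text does not give the sex of the animals sequenced. The methods describe purification of mRNA, and the labels describe removal of ribosomal RNA. The authors deposited raw counts for 55401 genes under Ensembl identifiers, together with FPKM values. The paper's text names neither the counting tool nor the genome build. Total counts ran from 45481609 to 48199739 in the MRL/lpr libraries, with a median of 48080968. In the MRL/mpj libraries they ran from 47826322 to 49846634, with a median of 49399785. Counts piled up at multiples of 4. In MRL/lpr replicate 1, for example, 1234 genes had 4 counts, against 377 genes with 3 counts and 254 genes with 5 counts. Low counts therefore rest on fewer read pairs than their size gives. Fas (ENSMUSG00000024778, chromosome 19) had 461, 282 and 298 counts in the MRL/lpr libraries and 426, 432 and 362 counts in the MRL/mpj libraries. Its log2 fold change was -0.06 (standard error 0.21, adjusted p = 0.887 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The sign of this value changed without MRL/lpr replicate 2 and without MRL/mpj replicate 2. A count per gene does not separate mutant from intact Fas transcripts, so it does not check the labels of the libraries.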

To identify the regulators of microglial overactivation, we sorted microglia from the brains of MRL/lpr and MRL/mpj mice and performed RNA sequencing. 

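Among 19554 genes with enough counts to be tested, 1630 were differentially expressed between the MRL/lpr and MRL/mpj libraries (|log2FC| of at least 1 and an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 914 were upregulated and 716 were downregulated in the MRL/lpr libraries. By the adjusted p-value alone, 2178 genes were higher and 1772 were lower, against 1634 and 2790 with scaling by library size only. The 2 groups of libraries did not overlap in 7625 genes, or 39% of those tested, where 10% would be so by chance. The alternative that moved the count most was a test against the fold-change minimum itself, which left 616 genes. DESeq2, the tool named in the paper's methods, called 1906 genes, of which 1601 were also among the 1630. With scaling by library size only, 766 genes were upregulated and 932 were downregulated, and the median log2 fold change of the tested genes moved from -0.01 to -0.13.

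Xist (ENSMUSG00000086503, chromosome X), the RNA that silences one X chromosome in female cells, had the largest increase among genes with at least 10 counts in each library and groups that did not overlap. It reached 228 ± 14.1 CPM (SD, n = 3) in the MRL/lpr libraries and 0.614 ± 0.128 CPM (SD, n = 3) in the MRL/mpj libraries. Its log2 fold change was 8.53 (standard error 0.14, adjusted p = 6.18e-09 from the same test). The sex of the animals bears on this gene. In each of the 6 libraries, 4 listed Y chromosome genes together had between 8408 and 15046 counts. Xist had at most 38 counts in an MRL/mpj library. These counts argue against RNA of female mice alone in the libraries, and the effect of sex was not separated from that of the strain. The paper's methods describe the mice of both strains as female, and the text does not give the sex for these libraries. Spint1, Ifi44, Igkc and the pseudogene Tgif2-ps2 followed, with log2 fold changes of 7.66, 5.20, 5.20 and 4.87. The largest decreases were those of Sspo, Gm2897, H2-Q6, Gm3411 and Gm2974, with log2 fold changes of -6.15, -5.78, -5.41, -5.28 and -5.05. Gm2897, Gm3411, Gm2974, H2-Q6 and Tgif2-ps2 have near-identical relatives in the genome, so the authors' counting could have split their reads. After Xist, Kcnip3 had the smallest adjusted p, and Gatm, Hpgd and Mpeg1 shared the next with 3 other genes. The log2 fold changes of Kcnip3, Gatm, Hpgd and Mpeg1 were 4.80, -2.70, 3.73 and 1.98. Mpeg1 was the most abundant of these, at 2048 ± 23.9 CPM (SD, n = 3) in the MRL/lpr libraries and 518 ± 6.09 CPM (SD, n = 3) in the MRL/mpj libraries.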

Transcriptomics revealed that 1841 transcripts were differentially expressed (890 upregulated, 951 downregulated in MRL/lpr mice, |log2FC|≥1, *q* < 0.05, Figure 4A). GO enrichment analysis revealed that the upregulated RNAs in the microglia of MRL/lpr mice were enriched in immune‐activated pathways (Table S3). 

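The gene memberships of the terms in Table S3 were not analysed here. In their place, 12 sets of genes were compared between the strains with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the sets. Of these sets, 9 had an adjusted p-value under 0.05, against 11 with fry and 6 with camera when the correlation was estimated from the data. Immunoglobulin genes moved furthest, with an adjusted p of 6.14e-46 from camera. Across the alternatives this value ran from 4.28e-51 to 0.00139, the last with the estimated correlation. Of the 59 immunoglobulin genes tested, 52 were higher and 3 were lower in the MRL/lpr libraries. Adjusted over the list alone, 53 were higher and 3 were lower. Without MRL/mpj replicate 2, 1 was lower. Their median fitted log2 fold change was 8.02, but 40 of them had at most 3 counts in each library of one strain, and with these at their lower bound the median was 3.91. Igkc, the constant region of the kappa light chain, reached 62.5 ± 4.64 CPM (SD, n = 3) against 1.70 ± 0.278 CPM (SD, n = 3). Ighm had a log2 fold change of 0.37 (standard error 0.06, adjusted p = 0.00184 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Immunoglobulin segments resemble each other, so single segments are uncertain.

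Among 30 type I interferon response genes listed beforehand, 27 were higher and 2 were lower, and the counts were the same adjusted over the list alone. Their median log2 fold change was 1.81. Ifit3 rose by 3.30 and Irf7 by 2.86 on the log2 scale, while Trim30d, one of a group of close relatives, fell by 4.62. Ifit2 had 10474 and 10618 counts in MRL/lpr replicates 1 and 2 but 293 counts in replicate 3, and passed the threshold only without replicate 3, with a log2 fold change of 3.06. Of 30 mitotic cell cycle genes, 27 were higher and none lower, and 28 were higher adjusted over the list alone. The adjusted p of this set was 2.69e-27 from camera.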

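A list of 56 phagocytosis genes without immunoglobulin genes was fixed beforehand, and 55 of them had enough counts to be tested. In the MRL/lpr libraries, 11 were higher and 10 were lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone, 11 were higher and 15 were lower. The number of lower genes ranged from 6 without MRL/lpr replicate 2 to 15 without MRL/lpr replicate 3, and it was 17 with scaling by library size only. The median log2 fold change of the list was 0.08, and it was -0.05 with that scaling. As a set, these genes had an adjusted p of 0.565 from camera, which ranged from 0.174 to 0.944 over the alternatives. Without MRL/lpr replicate 3 the direction of the set turned to lower. Clec7a, a receptor for fungal glucans, rose by 1.78 on the log2 scale (standard error 0.16, adjusted p = 6.05e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Fc receptor gene Fcgr2b rose by 1.35 (standard error 0.09, adjusted p = 6.87e-06 from the same test). Cybb, a subunit of the phagocyte oxidase, rose by 1.16 and the complement gene C3 by 1.23. Marco had 53, 60 and 55 counts in the MRL/lpr libraries and 0, 0 and 4 counts in the MRL/mpj libraries. Itgax fell by 1.72 on the log2 scale (standard error 0.09, adjusted p = 1.95e-06 from the same test). The complement genes C1qb and C1qc fell by 0.89 and 0.68, and the scavenger receptor gene Stab1 by 0.78. The Reactome set of Fcγ receptor dependent phagocytosis, with 69 genes tested, had a mean log2 fold change of 0.23 and an adjusted p of 0.0094 from camera. The mean was 0.13 without MRL/lpr replicate 2. Over the alternatives the adjusted p ranged from 0.000779 to 0.094, and it was above 0.05 with the estimated correlation.

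**Figure D1:**
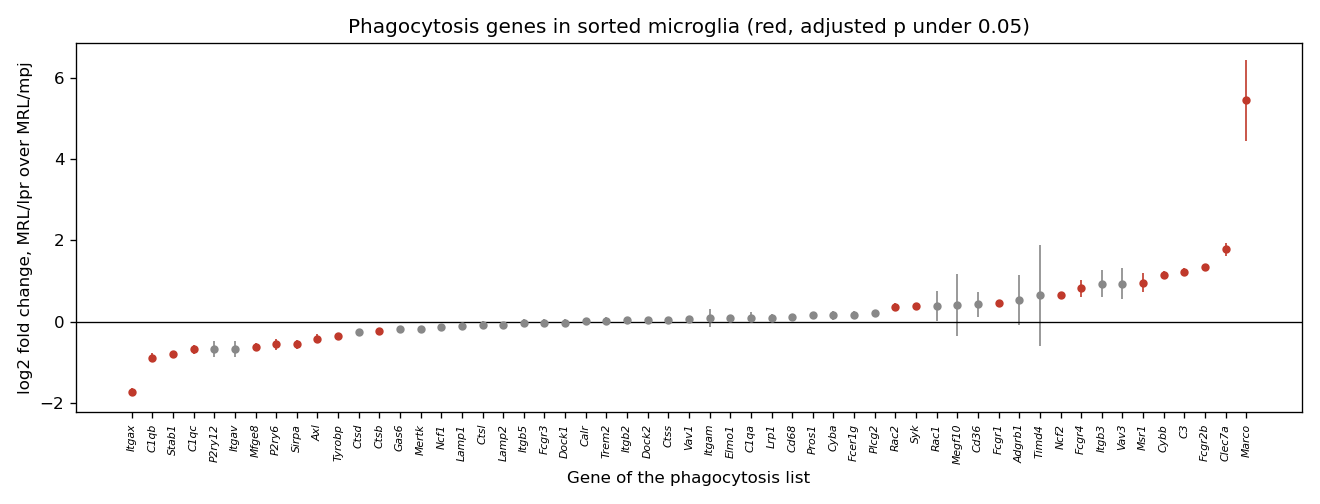
Log2 fold change (MRL/lpr over MRL/mpj, n = 3 libraries each) of the 55 phagocytosis genes tested, in ascending order. Points are fitted log2 fold changes, bars are standard errors, and red marks the 11 higher and 10 lower genes with an adjusted p-value under 0.05 from edgeR.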

We also found that the differentially expressed transcripts were enriched in the pathway of microglial‐mediated phagocytosis (Figure 4B). Lipopolysaccharide (LPS) plus interferon gamma (IFNγ) challenge is commonly used to induce M1 polarization.^36^, ^37^ Indeed, microglia sorted from MRL/lpr mice showed activation of specific pathways in response to IFNγ challenge (Figure 4C) and cellular responses to LPS challenge (Figure 4D). 

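The Reactome set of interferon gamma signalling, with 84 genes tested, had a mean log2 fold change of 0.23 and an adjusted p of 2.35e-07 from camera. The mean was 0.14 without MRL/lpr replicate 1 and 0.07 without MRL/lpr replicate 2. The adjusted p ranged from 5.51e-09 to 0.026 over the alternatives. The Reactome Toll-like receptor 4 cascade, which includes the response to LPS, had a mean log2 fold change of 0.21 over 92 genes and an adjusted p of 0.00114 from camera. Its range over the alternatives was 0.00025 to 0.094, and the estimated correlation gave the value of 0.094. Of 24 M1 markers tested from a list fixed beforehand, 17 were higher and 1 was lower in the MRL/lpr libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the same counts adjusted over the list alone. The set had an adjusted p of 1.75e-12 from camera. H2-Aa rose by 2.27 on the log2 scale (standard error 0.10, adjusted p = 1.01e-06 from edgeR). Nos2 fell by 1.55 (standard error 0.28, adjusted p = 0.00402 from the same test). Cd86 had a log2 fold change of -0.14, with an adjusted p of 0.164 from edgeR. Of 18 M2 markers tested, 7 were higher and 2 were lower, against 8 and 2 adjusted over the list alone, and 1 was lower in each fit without one library except that without MRL/lpr replicate 3. The set's adjusted p was 0.119 from camera, but it was 0.0357 without MRL/lpr replicate 3 and 0.0025 with fry, the lowest in a range up to 0.221. Of 20 homeostatic microglia genes, 3 were higher and 5 were lower, against 3 and 7 adjusted over the list alone, and 9 were lower without MRL/lpr replicate 3. Their adjusted p was 0.171 from camera and 3.34e-05 with fry, in a range up to 0.284. Among them, Cx3cr1 had 132706 counts in MRL/lpr replicate 2 against 10645 and 10334 in the other MRL/lpr libraries. Its log2 fold change was 0.97 (standard error 1.19) with all libraries and -1.25 without that replicate.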

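Of the 25 gene names in Figure 4E, 23 matched a gene in the annotation and 18 had enough counts to be tested. In the MRL/lpr libraries, 10 of the 18 were higher and none was lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The count was also 10 adjusted over the list alone, which is not independent evidence because the study picked these genes from the same libraries. As a set they had a mean log2 fold change of 0.80 and an adjusted p of 9.59e-07 from camera. Tgtp2, an interferon-induced GTPase with a close relative, reached 32.8 ± 1.67 CPM (SD, n = 3) against 5.61 ± 0.353 CPM (SD, n = 3). Its log2 fold change was 2.55 (standard error 0.11, adjusted p = 9.3e-07 from edgeR). Cxcl16 rose by 1.06 and Bst2 by 0.96 on the log2 scale. Irgm2 rose by 1.09 with an adjusted p of 0.238 from edgeR, and by 1.49 without MRL/lpr replicate 1, in which it had 460 counts against 1804 and 1398 in the other MRL/lpr libraries. Sec61a1, Slc11a1 and Cited1 had log2 fold changes of -0.05, -0.06 and -0.47, with adjusted p-values of 0.746, 0.663 and 0.792 from edgeR.

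Of the 25 names in Figure 4F, 24 matched and were tested. Of these, 23 were higher and none was lower, and all 24 were higher adjusted over the list alone, again on genes the study picked. The set had a mean log2 fold change of 1.56 and an adjusted p of 2.12e-30 from camera. Dissociation and immediate-early genes were also higher in the MRL/lpr libraries, for 25 of 26 listed. Whether digestion and sorting raised the genes of this set or the M1 markers was not tested. Cxcl13 rose by 3.02 on the log2 scale (standard error 0.43, adjusted p = 0.00105 from edgeR). Gbp6 rose by 2.77, Zc3h12a by 1.65 and Il1a by 0.88. Klrk1 had a log2 fold change of 0.98, with an adjusted p of 0.144 from edgeR. From the enriched pathways and these gene lists, the paper reasons to the activation state of microglia in lupus mice.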

The top 25 upregulated genes associated with IFNγ and LPS in microglia from MRL/lpr mice according to the sequencing data are listed in Figure 4E,F. These data indicate that the microglia of lupus mice showed increased phagocytic activity and characteristics of M1 polarization.

**FIGURE 4:**
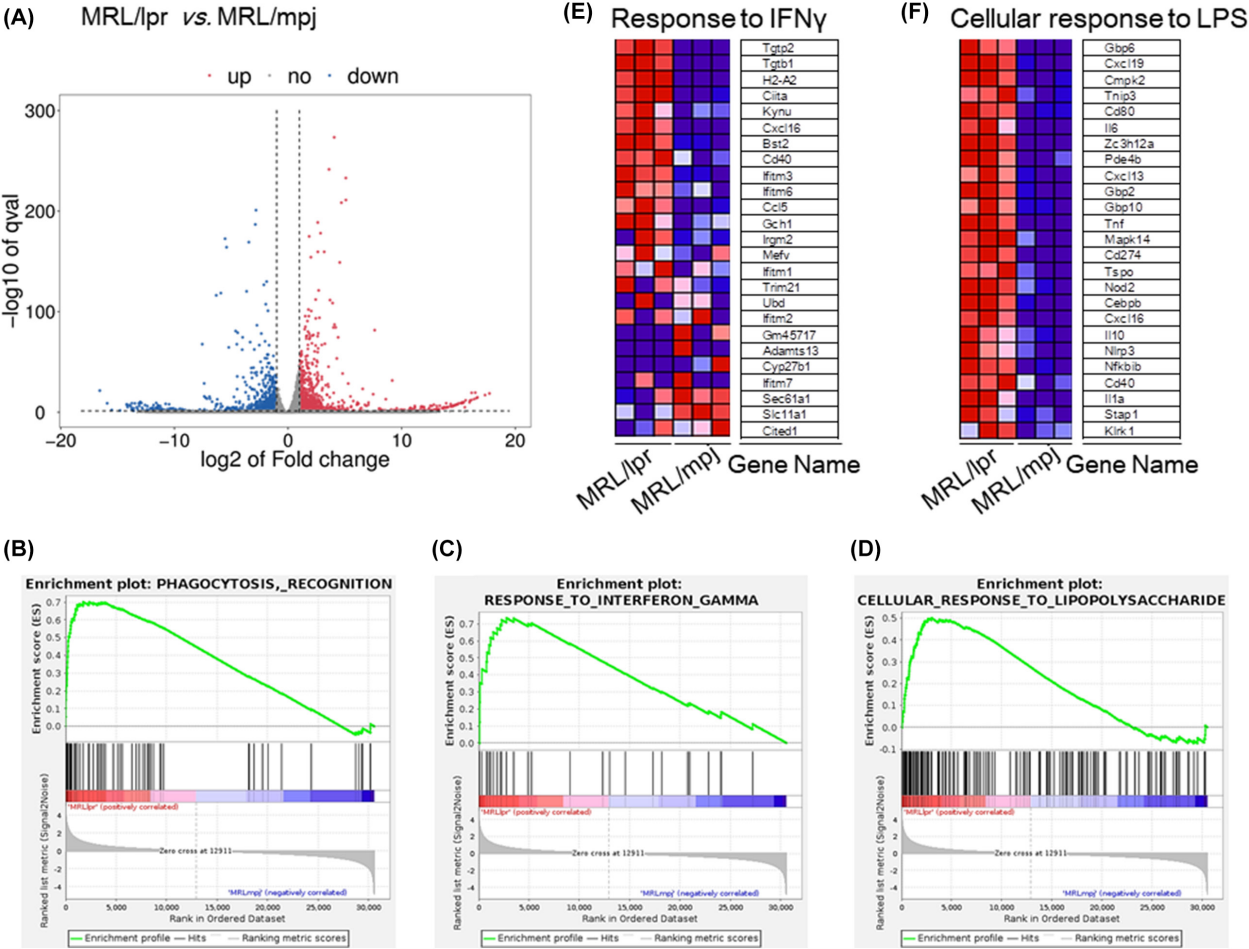
Transcriptional profiling reveals molecular changes in microglia in lupus mice. (A) Volcano plot of genes showing significant changed expression in microglia from MRL/lpr mice compared to those from MRL/mpj mice quantified using RNA‐seq (|log2FC|≥1, *q* < 0.05). (B–D) Results of GSEA showing that phagocytosis, response to IFNγ and cellular response to LPS signalling pathway gene sets were significantly enriched in microglia from MRL/lpr mice compared to those from MRL/mpj (|NES|>1, *p* < 0.05). (E, F) Screening of the top 25 upregulated genes associated with IFNγ (E) and LPS (F) in microglia from MRL/lpr mice (*n* = 3) and control MRL/mpj mice (*n* = 3).

### 3.5 Microglia induced neurodegeneraton in lupus mice via synaptic phagocytosis and neuroinflammatory toxicity

To confirm the effects of microglial overactivation on neuronal damage observed in the brains of lupus mice, synaptic phagocytosis was evaluated in vivo and microglia‐mediated neurotoxicity was investigated in vitro. Activated microglia can engulf or prune synapses.^38^, ^39^ MRL/lpr mice showed synaptic defects in the hippocampus at 6 weeks of age (Figure 2G,H). To directly measure synaptic engulfment by microglia, we performed high‐resolution imaging and 3D reconstruction of hippocampal sections from MRL/lpr mice. As shown in Figure 5A–C, both imaging and quantitative analysis revealed that the number of PSD‐95^+^ puncta within IBA‐1^+^ microglia was significantly higher in MRL/lpr mice than in control mice. These results indicate that increased microglial phagocytosis accounts for synaptic loss in MRL/lpr mice.

**FIGURE 5:**
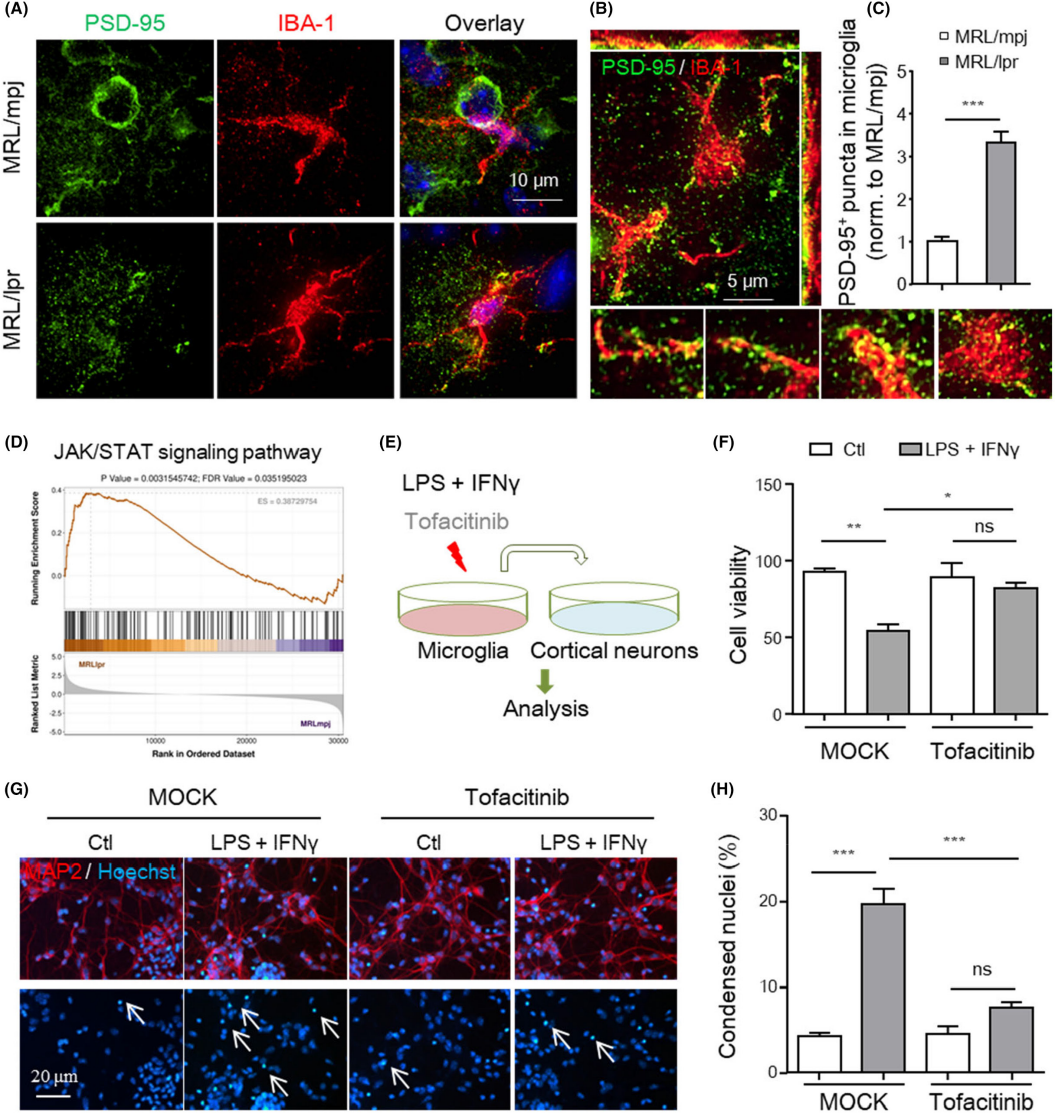
Microglia induced neurodegeneration in lupus via synaptic stripping and neuroinflammatory toxicity. (A–C) Representative immunofluorescence images of postsynaptic puncta (PSD‐95, green) engulfed in IBA‐1^+^ microglia (red) in the pyramidal layer of the CA1 region in brain sections from the indicated mice. Scale bar, 10 μm (A) and 5 μm (B). (C) Quantification of reconstructed PSD‐95^+^ spheres inside microglial cells in the indicated mice (*n* = 18–20 cells from 4 to 5 mice). (D) Results of GSEA showing that JAK/STAT signalling pathway gene sets were significantly enriched in microglia from MRL/lpr mice compared to those from MRL/mpj (|NES|>1, *p* < 0.05). (E‐H) Cultured neurons treated with cultured medium from LPS + IFNγ‐treated microglia for 24 h. (E) Treatment protocol. Primary cortical neurons were incubated with MCM mixed with neurobasal medium for 12 h, and then analysis was performed. (F) The viability of primary neurons was assayed by the CCK8 assay. (G, H) Images of primary neurons stained with Hoechst and quantitative analysis of the Hoechst positive cells with condensed nuclei. Scale bar, 20 μm. The data are shown as the mean ± SEM of three independent experiments. *p < 0.05; **p < 0.01; ***p < 0.001; one‐way ANOVA followed by Tukey's post hoc test. LPS, lipopolysaccharide; MCM, microglia‐derived cultured medium; ns, not significant; TOF, tofacitinib.

Microglia‐derived proinflammatory factors exert neurotoxic effects in many disorders.^11^, ^12^ We next investigated whether microglial polarization accounts for the neuronal loss observed in the cortices of MRL/lpr mice. To this end, primary cortical neurons (MAP^+^) were cultured, and LPS plus IFNγ‐challenged microglia‐conditioned medium (MCM) was added (Figure 5E). As shown, the addition of LPS + IFNγ‐stimulated MCM led to a significant reduction in the viability of cultured cortical neurons (Figure 5F).

JAK acts downstream of both LPS and IFNγ.^18^, ^40^ Indeed, we found that microglia sorted from MRL/lpr mice showed activation of JAK/STAT signalling pathway (Table S4 and Figure 5D). Moreover, as shown in Figure 5F–H, the neurotoxic effects of LPS + IFNγ‐treated microglia were significantly blunted by tofacitinib, a nonselective JAK inhibitor, suggesting that JAK blockade can reverse the toxic effects of M1 microglia on neurons. 

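Table S4 lists 13 genes of the pathway. In the MRL/lpr libraries, 9 were upregulated and 4 were downregulated, with an absolute log2 fold change of at least 1 and an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adjusted over the list alone the counts were also 9 and 4, which is not independent evidence because the study chose the genes from these libraries. As a set they had a mean log2 fold change of 0.70 and an adjusted p of 1.15e-06 from camera. Over the alternatives this value ran from 7.31e-07 to 0.0623, the last with the correlation estimated from the data. Stat2 rose by 1.21 on the log2 scale (standard error 0.12, adjusted p = 0.000126 from edgeR). Pim1 and Cdkn1a rose by 1.83 and 1.36. The receptor genes Il3ra, Il2rb and Crlf2 rose by 2.45, 2.05 and 1.68, and the cytokine gene Il10 by 1.54. The 4 lower genes encode receptors. Prlr fell by 2.24, and it also belongs to a list of choroid plexus genes. Il6st, the shared signalling subunit of the IL-6 receptor family, fell by 1.23. Its counts in the MRL/mpj libraries were 27191, 16619 and 30073. Egfr and Pdgfra fell by 1.65 and 1.27. Egfr had at most 22 counts in each MRL/lpr library, and its adjusted p was above 0.05 in 5 of the 6 fits that each left out one library. Pdgfra lost significance without MRL/lpr replicate 2 and without MRL/mpj replicate 1, Il6st without MRL/lpr replicate 3, and Il10 without MRL/lpr replicate 1.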

The data suggest that excessive microglial overactivation accounts for both synaptic loss and neuronal death in the brains of lupus mice.

### 3.6 Minocycline and tofacitinib ameliorated neuropsychiatric symptoms and neurodegeneration in MRL/lpr mice

Our findings indicate that targeting microglial overactivation may be a potential strategy for treating neuropsychiatric disorders in lupus. Minocycline is a BBB‐permeable drug that can suppress microglial activation and phagocytic activity.^41^ To determine whether minocycline exerts neuroprotective effects in lupus, MRL/lpr mice were treated with minocycline beginning at 5 weeks of age and then behavioural tests were performed 3 weeks later. As microglial phagocytosis‐mediated synaptic loss is essential for the development of early anxiety‐like behaviours, we investigated related changes in minocycline‐treated mice. As shown in Figure 6A–D, minocycline treatment significantly suppressed microglial activation, as evidenced by reduced cell density (Figure 6A,B) and alleviated synaptic loss (Figure 6C,D). Then, we evaluated the anti‐anxiety effect of minocycline by the EPM test. The number of entries into (Figure 6E,F) and time spent in (Figure 6E,G) the open arms of the EPM were significantly increased in the minocycline‐treated group compared with the control group.

**FIGURE 6:**
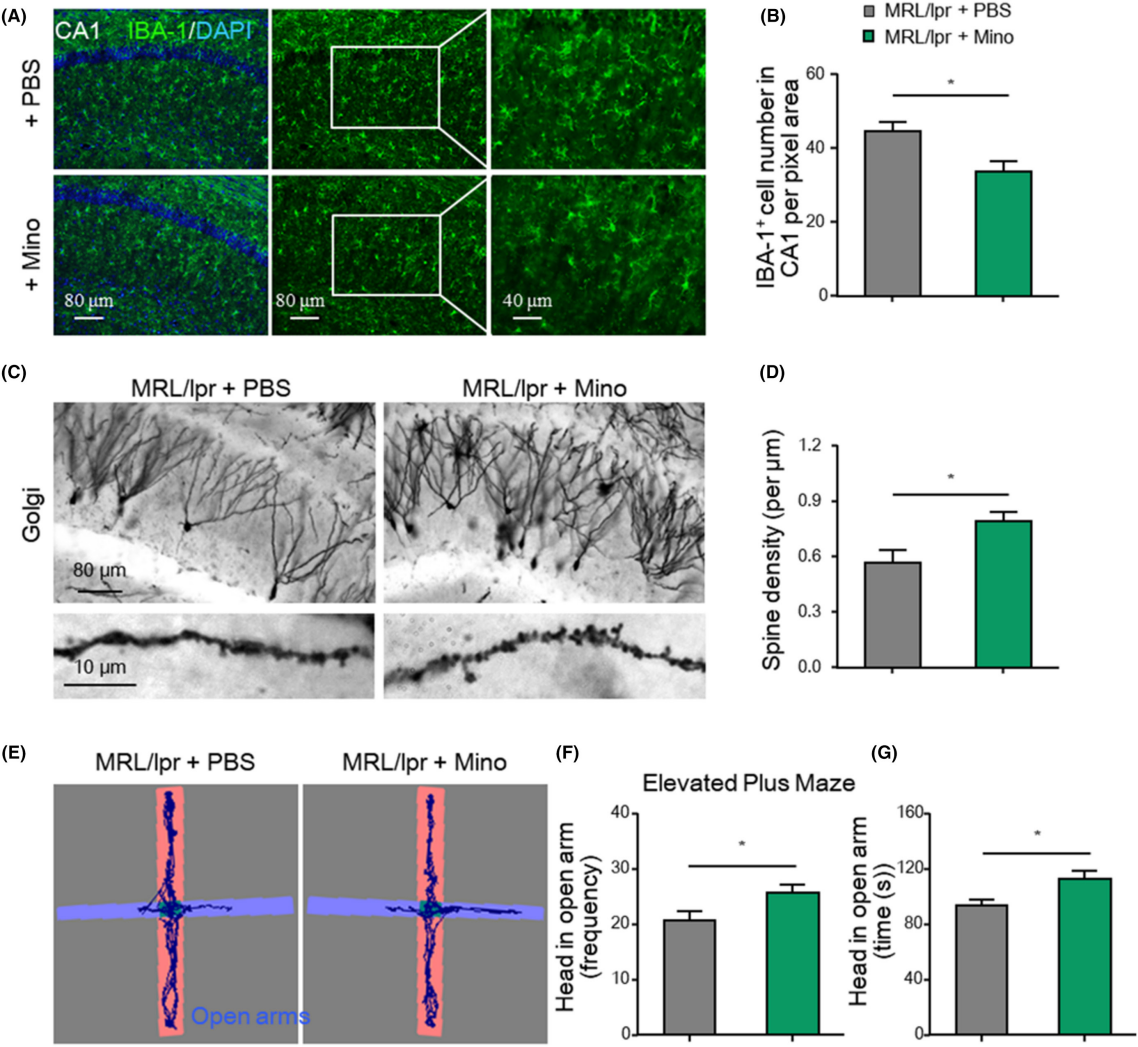
Minocycline ameliorated the neuropsychiatric symptoms and neurodegeneration in MRL/lpr mice. (A, B) Representative images and quantification of IBA‐1^+^ microglia in the hippocampi of the indicated mice (*n* = 5). Scale bars as indicated. (C, D) Representative images and quantification of synapses by Golgi staining in hippocampal sections (*n* = 5). Scale bars as indicated. (E–G) Frequency of entries and time spent with the head in the open arms in the EPM test (*n* = 7). Total time in the maze: 6 min. The data are presented as the mean ± SEM. *p < 0.05; by *t*‐test (B, D, F, G). EPM, elevated‐plus maze; mino, minocycline.

Studies have demonstrated that JAK inhibition can ameliorate kidney injury and disease activity in lupus mice.^22^, ^42^ Thus, we investigated whether administration of tofacitinib, an FDA‐approved JAK inhibitor, exerts neuroprotective effects in lupus mice. As shown in Figure 7A–D, the levels of M1‐associated proinflammatory cytokines were significantly decreased in tofacitinib‐treated mice compared with vehicle‐treated mice. The onset of neuronal apoptosis was delayed in the tofacitinib‐treated mice. Additionally, NeuN^+^ neuronal loss was significantly alleviated in tofacitinib‐treated mice at 20 weeks of age (Figure 7E,F). Functionally, compared with vehicle treatment, tofacitinib treatment enhanced cognitive performance in the EPM test (Figure 7G–I).

**FIGURE 7:**
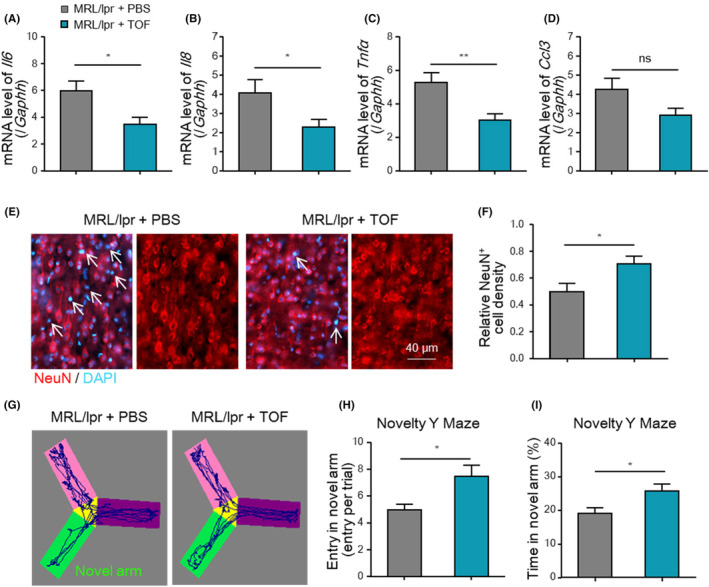
Tofacitinib treatment alleviated inflammatory neurodegeneration and cognitive impairment in MRL/lpr mice. (A–D) mRNA levels of *Il6*, *Il8*, *Tnfα* and *Ccl3* in the cortices of tofacitinib‐treated MRL/lpr mice and vehicle‐treated controls (*n* = 5). (E, F) Representative images and quantification of NeuN^+^ neurons in the cortices of the indicated mice (*n* = 5). Scale bar, 40 μm. (G–I) Number of entries and time spent with the head in the Novel arm in the NYM test (*n* = 6). Total time in the NYM: 3 min. The data are presented as the mean ± SEM. *p < 0.05; **p < 0.01 and *t*‐test. NYM, novelty Y maze; ns, not significant; TOF, tofacitinib.

Therefore, we speculated that the FDA‐approved drugs minocycline and tofacitinib can ameliorate CNS injuries in lupus by repressing microglial phagocytosis and JAK‐induced M1 polarization.

## 4 DISCUSSION

The most important finding of the present study was that classical activation of microglia plays a crucial role in the pathogenesis of NPSLE. Increased M1‐associated proinflammatory cytokine levels and microglial overactivation were observed in both NPSLE patients and NPSLE mouse models. The study also provided a therapeutic strategy to treat NPSLE by targeting microglia. Minocycline and tofacitinib can ameliorate CNS injuries in lupus at different stages, at least partially by repressing microglial phagocytosis and M1 polarization‐mediated inflammatory neuronal damage (Figure 8).

**FIGURE 8:**
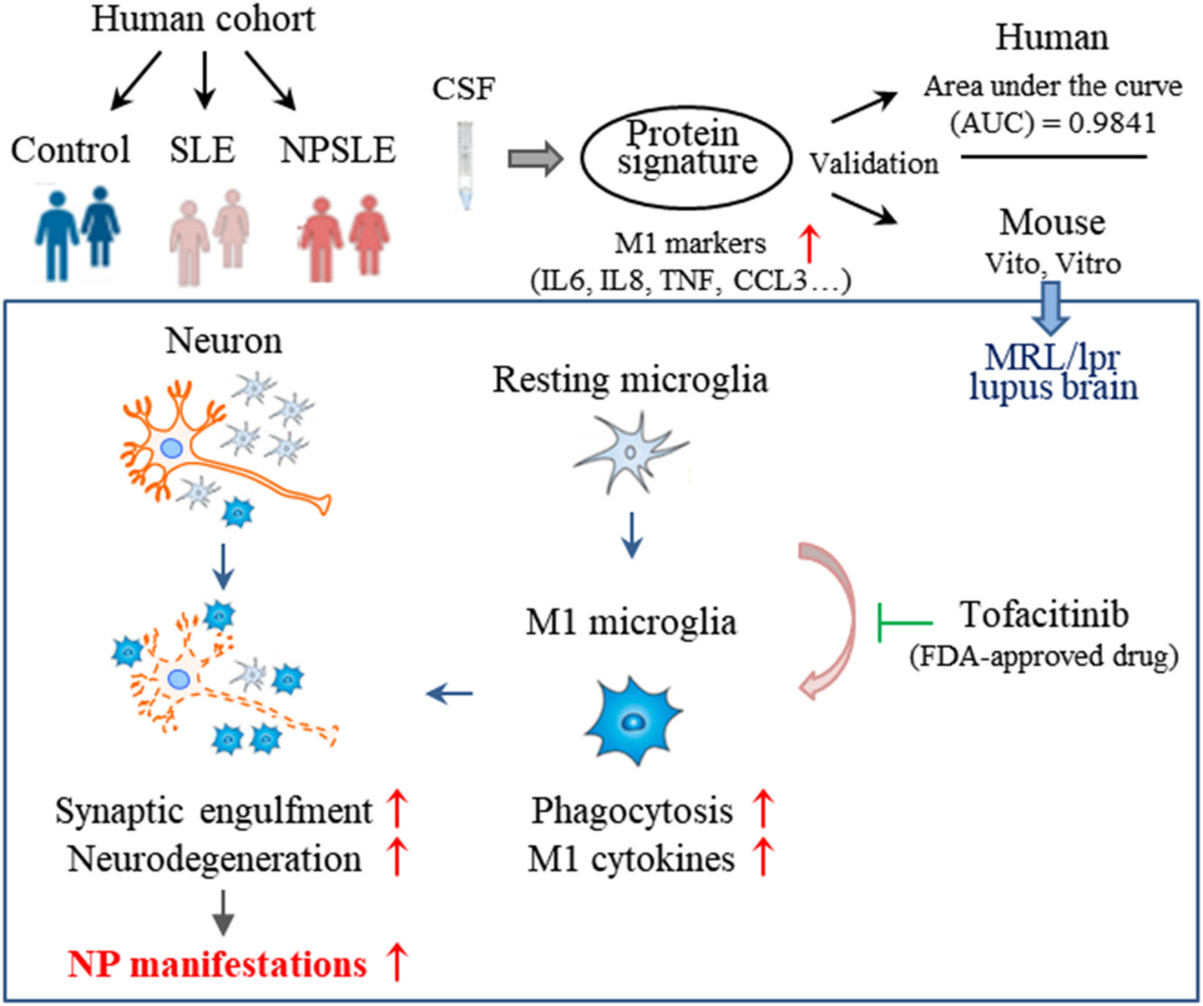
Proposed model of M1 microglia phenotype involved in regulation of synaptic and neuronal degeneration in both neuropsychiatric lupus (NPSLE) patients and MRL/lpr lupus‐prone mice. FDA‐approved drug tofacitinib compromises sdetrimental effects of M1 microglia and accordingly suppresses the neurotoxicity process in lupus brain, providing potential therapeutic strategy in the treatment of NPSLE.

Although lupus is a multifactorial disease, brain involvement occurs early in its course.^2^, ^4^ Therefore, identifying the key pathological mediators in the brain is of great importance for elucidating the aetiology of lupus and developing targeted therapies. Pathological and functional studies of brain samples from patients with SLE have been hindered by both ethical and technical limitations because brain tissue samples are rarely obtained from SLE patients. Moreover, proteomic analysis of CSF samples is limited by the poor sensitivity of available techniques. Our preliminary experiments indicated that at least 10 mL CSF is required for the detection of proteins that are expressed at relatively low levels in the brain but may have high diagnostic potential. Especially for autoimmune diseases, more accurate diagnosis can only be achieved by combining multiple biomarkers. The ability to collect a large amount of CSF from each SLE patient is limited by ethical issues, and it is technically difficult to achieve sensitive, high‐throughput multiple detection. To overcome these issues, we utilized the PEA^27^ to identify the inflammatory protein signature in the CSF of SLE patients, especially those who developed neuropsychiatric symptoms.

We found that the levels of 13 of 54 specific cytokines, including IL6, IL8, TNF, CCL3, MCP2 and OSM and other inflammatory factors, were increased in the CSF of NPSLE patients compared with that of SLE patients without neuropsychiatric symptoms. We further identified a prediagnostic protein signature consisting of IL8, OSM, CCL4, CCL3 and CCL28. Functionally, the upregulated cytokines in the CFS of NPSLE patients were related to M1‐associated proinflammatory effects. This protein signature was further verified in the brains of MRL/lpr mice that developed neuropsychiatric behavioural changes, confirming its biological validity.

Microglia, which are brain‐resident macrophages, produce large amounts of cytokines in the brain and constantly survey the neural environment.^14^, ^43^ When microglia are abnormally activated, their phagocytic activity and secretion of proinflammatory factors are significantly enhanced.^13^ Our previous study showed that microglial overactivation is involved in neurogenesis^44^ and neuroinflammation.^28^, ^31^ In the present study, we found that classically activated microglia were sufficient for neuropsychiatric dysfunction in lupus. Behavioural analysis indicated that MRL/lpr mice exhibited increased anxiety and cognitive defects in the early and active stages of the disease. Microglia activation in both the cortex and hippocampus of the MRL/lpr mouse brain was confirmed by an increase in microglial density, alterations in phagocytic morphology and upregulated expression of proinflammatory cytokines. Inhibition of microglial activity by minocycline significantly alleviated the observed behavioural abnormalities in MRL/lpr mice. These results indicate that microglial activation is essential for the development of NPSLE, as recently reported.^45^, ^46^

To elucidate the molecular mechanisms by which microglia mediate neuropsychiatric dysfunction in lupus, we sorted microglia from MRL/lpr mice and performed RNA sequencing analysis. Our study revealed that microglia in the brains of lupus mice showed specific activation of ‘phagocytosis, recognition’, ‘response to interferon gamma’ and ‘cellular response to lipopolysaccharide’. Indeed, in addition to playing inflammatory roles, microglia were recently revealed to have important regulatory roles in synaptic integrity^47^, ^48^ and refinement.^49^ Increased synaptic pruning/engulfment by microglia contributes to synapse‐related pathology in many CNS disorders.^26^, ^39^, ^50^ In this study, we found that compared with control mice, MRL/lpr mice showed decreased dendritic spine density and increased expression of synaptic markers, such as PSD95, within microglia. Furthermore, treatment with minocycline suppressed microglia‐mediated synaptic engulfment and reduced synaptic loss, eventually alleviating anxiety‐like behaviour in lupus mice. These findings suggest that microglial phagocytosis‐mediated synaptic loss accounts for the early occurrence of anxiety‐like behaviour in lupus mice.

In addition to playing a phagocytic role, microglia can directly induce neuronal death by secreting inflammatory cytokines to aggravate neurodegeneration.^13^, ^51^ An increase in the number of TUNEL‐positive apoptotic neurons was observed in the brains of lupus mice during the active stage.^29^ Accordingly, in this study, we found a significant decrease in the number of NeuN‐positive neurons in the cortices of MRL/lpr mice at 16 weeks of age, accompanied by cognitive impairment. In vitro, neurons cocultured with LPS + IFNγ‐stimulated microglia showed significantly decreased viability and increased apoptosis, even in the absence of direct contact with microglia. Furthermore, treatment with the JAK inhibitor tofacitinib almost abolished the exacerbation of neurotoxicity induced by M1 microglia. More importantly, the suppression of JAK by tofacitinib alleviated microglial activation, neuronal loss and cognitive defects in MRL/lpr mice. This founding is consistent with the reports that blocking the IFNγ‐induced JAK/STAT pathway can revise synaptic loss in viral encephalitis.^26^ Although various JAK inhibitors are being studied, tofacitinib is the first orally available JAK inhibitors to be approved in treating rheumatoid arthritis and other autoimmune diseases.^52^ Mechanically, tofacitinib could inhibit the proliferation of CD4^+^ T cells^53^ and impair the survival rate of CD69^+^CD103^+^ renal‐resident memory T cells in lupus mouse.^54^ These results suggest that the secretion of M1‐associated proinflammatory factors by microglia induces neuronal death and is involved in the later development of cognitive deficits in lupus mice.

Microglial phagocytosis and M1 polarization, as crucial events in synaptic and neuronal damage in lupus, are potential therapeutic targets. Another important finding of this study is that currently available drugs, such as minocycline and JAK inhibitors, exert neuroprotective effects in NPSLE by targeting microglial overactivation. Moreover, both minocycline and tofacitinib can pass through the blood–brain barrier and have been approved by the United States FDA for other purposes, making them promising candidates for pharmacological intervention for NPSLE.

Infiltration of peripheral inflammatory cells into the brain parenchyma or choroid plexus (CP) have been suggested as participants in NPSLE.^55^ We have previous revealed that MRL/lpr strain showed no cellular infiltration in the brain at 6–8 weeks old,^29^ indicating CNS‐resident cells may accounted for the anti‐anxiety effect of minocycline. However, at a later stage of the disease, when a breach in BBB integrity occurs, T and B cells can enter the brain, and also aggravate neuronal death. In complementary experiments, we did find that tofacitinib treatment reduced the number of T cells but not B cells in the CP of MRL/lpr mice compared with vehicle (Figure S1). Thus, we speculated that tofacitinib exerts neuroprotective effect also by reducing the brain infiltration of peripheral cells, rather than a direct role in controlling microglia.

In summary, our study demonstrates that microglial overactivation contributes to NPSLE by inducing synaptic stripping and inflammatory neuronal death. Our findings also provide evidence for the potential therapeutic application of minocycline and tofacitinib in the treatment of NPSLE.

## AUTHOR CONTRIBUTIONS

**Yishan Zhou:** Data curation (equal); methodology (equal); software (equal). **Liang Chen:** Conceptualization (equal); methodology (equal); resources (equal); software (equal); writing – review and editing (equal). **Xiulan Zheng:** Data curation (supporting); formal analysis (equal); methodology (equal); project administration (supporting); validation (supporting). **Qijun Fang:** Data curation (equal); writing – review and editing (equal). **Yunzhi Qian:** Data curation (equal); methodology (supporting); software (equal). **Tianshu Xu:** Investigation (supporting); resources (equal); supervision (supporting); writing – review and editing (supporting). **Jun Liang:** Formal analysis (supporting); investigation (supporting); resources (equal); visualization (supporting). **Huajun Zhang:** Writing – review and editing (equal). **Xiaojuan Han:** Conceptualization (lead); formal analysis (lead); funding acquisition (lead); project administration (lead); writing – original draft (lead). **Lingyun Sun:** Conceptualization (lead); funding acquisition (lead); investigation (lead); supervision (equal); writing – review and editing (lead).

## FUNDING INFORMATION

This research was supported by grants from the National Key R&D Program of China (2020YFA0710800), the Key Program of National Natural Science Foundation of China (81930043, 82330055), the National Natural Science Foundation of China (82273907) and the Fund for Distinguished Young Scientists in Nanjing (JQX21003), Nanjing Youth Training Program of Traditional Chinese Medicine (ZYQ20066), Natural Science Foundation Project of Nanjing University of Traditional Chinese Medicine (28518).

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Figure S1.

Table S1.

Table S2.

Table S3.

Table S4.

## Data Availability

Data Availability StatementThe RNA sequencing data supporting the conclusions of this article have been deposited into the NCBI GEO data repository under accession number GSE201282 (https://www.ncbi.nlm.nih.gov/geo/info/linking.html). Other data that support the findings of this study are available from the corresponding author.

# Supplementary material for: Microglia orchestrate synaptic and neuronal stripping: Implication in neuropsychiatric lupus
**Source:** J Cell Mol Med. 2024 Mar 17;28(7):e18190. doi: 10.1111/jcmm.18190
**Supplement:** Supplementary file 1 — Figure S1.

Supplementary Materials for

**Microglia** **orchestrate synaptic and neuronal stripping: Implication in neuropsychiatric lupus**

Yishan Zhou^1,2#^, Liang Chen^3#^, Xiulan Zheng^4#^, Qijun Fang^5#^, Yunzhi Qian^6^, Tianshu Xu^5^, Jun Liang^2^, Huajun Zhang^5^, Xiaojuan Han^1,2,5*^and Lingyun Sun^1,2,4*^

^#^ Y.Z., L.C., X.Z., and Q.F. contributed equally to this work

**This file includes:**

Supplementary Figure 1

Supplementary Table legends

**Supplementary Figure 1**

**
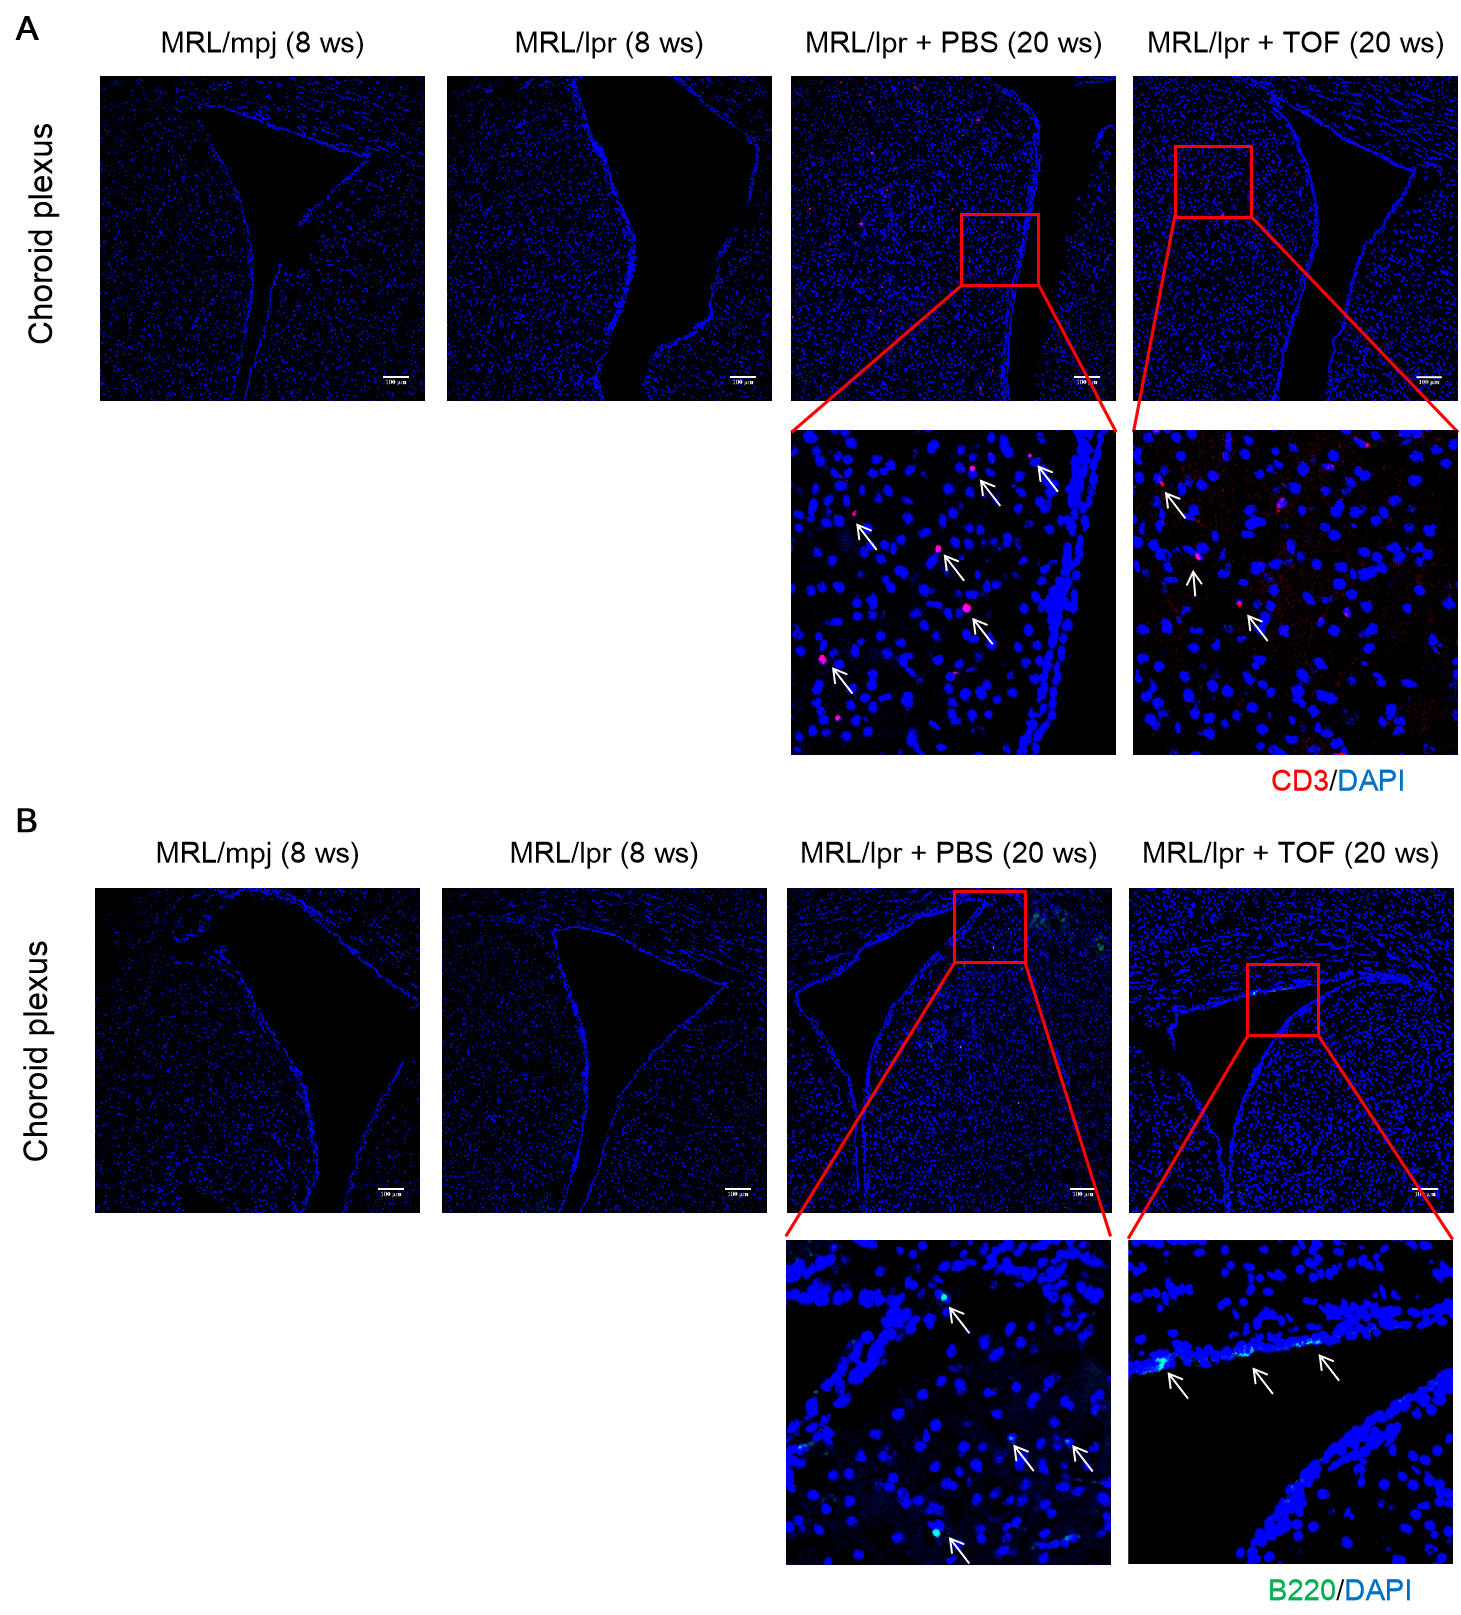
Supplementary Figure 1** Tofacitinib treatment reduced the infiltration of T cells but not B cells into the CP of MRL/lpr mice.

**(A-B)** Representative images of immunofluorescent staining for CD3 **(A)** and B220 **(B)** in the choroid plexus of the indicated mice. Scale bar, 100 μm. TOF, tofacitinib.

**Supplementary Table legends**

**Supplementary Table 1**. Patient data for CSF samples used in this study.

**Supplementary Table 2**. Inflammatory cytokines in CSF from SLE versus control individuals detected by Olink Proteomics.

**Supplementary Table 3.** Biological pathways enriched in microglia sorted from MRL/lpr versus MRL/mpj mice by GSEA analysis with KEGG modules.

**Supplementary Table 4.** Differential expressed genes enriched in JAK/STAT signaling pathway with false discovery rate (FDR) q-value <0.05 in microglia sorted from MRL/lpr versus MRL/mpj mice.

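The column of log2 fold changes in this table was compared with the deposited FPKM values. For each of 12 genes compared, the log2 ratio of the mean FPKM of the MRL/lpr libraries to that of the MRL/mpj libraries lay within 0.016 of the paper's value. For Stat2, for example, the paper's value is 1.09 and the ratio of mean FPKM was 1.09. For Prlr, the paper's value is -2.36 and the ratio was -2.37. FPKM divides the count of a gene by its length and by the depth of the library, without the normalization across genes that edgeR and DESeq2 apply.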

How the deposited data were processed for this re-analysis (not part of the article)

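RNA-seq libraries of CD11b-selected brain cells from MRL/lpr and MRL/mpj mice were used, 3 per strain. According to the paper's methods, the authors trimmed the reads with Cutadapt, aligned them with HISAT2 and tested for differential expression with DESeq2, with a minimum absolute log2 fold change of 1 and a q-value under 0.05. The authors deposited whole-number counts per gene without normalization, and FPKM values per library that they computed from counts, gene length and depth. Across genes, the library deviations of the deposited FPKM and of the counts had correlations of at least 0.9995. The paper's text names no counting tool, genome build or annotation. Symbols, chromosomes, gene lengths and GC content came from GENCODE M21 on GRCm38, which matched 55141 of the 55401 Ensembl identifiers. The 260 identifiers without a match held between 8124 and 16804 counts in each library. Coordinates of single genes are not given, because the authors' build is not named. Chromosome regions and distances between genes are those of GENCODE M21. A total of 30602 genes had at least 1 count in any library.

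Counts per library ran from 45481609 to 49846634. Genes with 4 or 8 counts were far more frequent than genes with neighbouring values, so 1 read pair appears to be worth 4 counts. Counts at the floor were taken as 3 or fewer, and a fold change against a strain at the floor in each library is given as a lower bound. Between replicates of one strain, the median ratio of the squared difference to that from sampling noise of the counts was between 2.37 and 6.82. MRL/lpr replicate 3 took part in the highest values. The gene CT010467.1 took 6.38% of the counts of MRL/lpr replicate 3 and between 0.169% and 0.458% of those of the other libraries. Mitochondrial genes took 3.06% to 3.49% of the counts in the MRL/lpr libraries and 5.84% to 6.38% in the MRL/mpj libraries.

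The strains were compared with edgeR 4.0.16 in R 4.3.3 on the deposited counts, without covariates. Genes were filtered with filterByExpr at its defaults (a minimum count of 10 and a minimum total of 15), normalized with TMM, and tested with robust dispersions and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The common biological coefficient of variation was 0.26. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and an adjusted p-value under 0.05. CPM values were scaled by TMM, except in one alternative named below and in the choice of genes nearly absent from one strain and of counts that jump in single libraries, where they were scaled by library size only. Gene sets were tested with camera and fry of limma 3.58.1, with Benjamini-Hochberg adjustment over the 12 sets. The Reactome sets came with fgsea 1.28.0. The lists were written out before the data were examined, as were the tests and alternatives not described as later choices. They hold markers of M1 and M2 polarization, homeostatic and disease-associated microglia, phagocytosis, the mitotic cell cycle, the type I interferon response, tissue dissociation, B cells, plasma cells, T cells, NK cells, monocytes, neutrophils, border macrophages, neurons, astrocytes, oligodendrocytes, endothelium, ependyma with choroid plexus, and erythrocytes. Immunoglobulin genes were chosen by symbol. Others are the genes of Figure 4E, Figure 4F and Table S4, Il6, Tnf and Ccl3 among the cytokines measured by qPCR in cortex, Fas with its ligand gene, and sex-linked genes. The sets of Table S3 were not analysed here.

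Genes are named by a rule set beforehand. The rule covers genes the paper names for this experiment, Fas, the 5 largest increases and the 5 largest decreases among significant genes with groups that do not overlap and at least 10 counts in each library, the 5 smallest adjusted p-values, and members of a reported list. Other genes are said to be chosen after their values were seen. A gene that the rule covers is not reported here. With 3 libraries against 3 there are 10 splits, and no exact permutation test can give a p under 0.1.

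The alternatives were DESeq2 1.42.0, other normalizations and count filters, dispersions that are not robust, a test against the fold-change minimum with glmTreat, other definitions of the fold change (the ratio of mean CPM scaled by library size only, and DESeq2 calls with the ratio of mean FPKM), a block on the replicate number, and each library left out in turn. Counts divided by 4, corrections for GC content and gene length, normalization without the 20 most abundant and the mitochondrial genes, sets without genes nearly absent from one strain, the ratio of mean CPM with TMM scaling, and fold changes of the single genes of Table S4 from FPKM were added after the data were seen. The steps were tested on simulated data. With 200 genes changed among 18887, edgeR called 87% of them and 12 others, and with no gene changed among 18831 it called 1. With each simulated pair counted 4 times, edgeR called 85.5% of 200 changed genes among 18759 and 9 others. DESeq2 called 92.5% of 200 changed genes among 19163 and 50 others. A simulated GC trend without changed genes gave 8676 calls among 18675 genes before correction and 18 after it.

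Sequences were not analysed here, and neither were the imaging, qPCR and cerebrospinal fluid data of the paper.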

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

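The comparisons of the listed genes by edgeR's test were set before the data were examined. The other tests described in this part were chosen only after the result was seen.

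Xist, which the paper does not discuss, differed between the strains by a log2 fold change of 8.53. Its counts ran from 8886 to 11319 in the MRL/lpr libraries and from 27 to 38 in the MRL/mpj libraries. The 4 Y chromosome genes on the list of sex-linked genes together had between 8408 and 15046 counts in each of the 6 libraries. The highest Xist count of an MRL/mpj library was 38, which argues against RNA of female mice alone in each library. The paper's methods describe the mice of both strains as female, without giving the sex for these libraries. A mixture of both sexes in the MRL/lpr libraries, with males alone in the MRL/mpj libraries, was weighed next, and would lower the Y genes by one common factor. The summed CPM of the 4 Y genes in the MRL/lpr libraries was 0.832 of that in the MRL/mpj libraries. Their log2 fold changes were unequal, at -0.59 for Kdm5d, -0.34 for Eif2s3y, -0.27 for Ddx3y and 0.07 for Uty, and 1 of the 4 was significant in edgeR's test. Usp9y, a Y gene chosen after its values were seen, had 0 counts in each MRL/lpr library and 80, 95 and 59 counts in the MRL/mpj libraries, at least 23-fold lower. The highest and the lowest of the 4 log2 fold changes, those of Uty and Kdm5d, differed by 0.66 (standard error 0.16), and by at least 0.55 with each library left out in turn. This gap argues against such a mixture as the whole explanation. A mixture together with another difference in Y gene counts stays open. The effect of sex was not separated from that of the strain. Of the 1630 differentially expressed genes, 32 lay on X or Y, so a direct change in dosage covers no more than these. Only 621 of the genes tested lay on X, so X could not have held most of the 1630. The count of 32 therefore does not decide how much of the list reflects sex. Chromosome X held 1.9% of the differentially expressed genes and 3.18% of the genes tested. An effect of sex on autosomal genes was not tested.

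A group of 76 genes was counted in one strain and nearly absent from the other, at a ratio of more than 32 and with at least 50 counts in each library of the higher strain. The paper does not discuss them. Of these, 36 were nearly absent from the MRL/lpr libraries and 40 from the MRL/mpj libraries, 20 of the latter being immunoglobulin genes. All 76 were among the 1630 differentially expressed genes. Outside the immunoglobulin loci they lay on 17 chromosomes, and 11 of them lay within the first 8 Mb of chromosome 14 in GENCODE M21. Too few counts are argued against, since 30 of the 76 had at least 200 counts in each library of the higher strain. A chromosome segment carried along with the Fas mutation is argued against, since 0 of the 76 lay within 20 Mb of Fas. Strain variants against the reference, shared in blocks, remain open. Of 53 such genes, 35.8% had another within 500 kb, against a median of 3.77% for random genes of the same expression, and 0 of 1000 draws reached that share. Gene families sit in clusters, however. Another form used only the 26 named protein-coding genes among them, with 1 gene kept from each of 24 families. Its share was 0%, which random genes also gave in the median, and each of 1000 draws was as high. It cannot tell families from blocks, because it left out the genes of other types and no share could fall below the random one. In all, 13 forms of this comparison were looked at. Among named protein-coding genes lower by at least 3 on the log2 scale, for example, 14.6% had such a neighbour against 4.17%, and 17 of 1000 draws were as high. Reads shared between relatives may add to the pattern and were not tested apart. A difference in genetic background beyond Fas stays a hypothesis.

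Genes of T cells, a cell type the paper does not discuss for these libraries, were higher in the MRL/lpr libraries. Of 18 listed genes, 14 were higher and 0 lower by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 16 were higher adjusted over the list alone. With each library left out in turn, 10 to 13 were higher. Their median log2 fold change was 2.40. Cd3e had a log2 fold change of 4.99 and Trac one of 3.35, though Trac lost significance in 3 of the fits without one library. Levels were low, with a sum of 52.7 CPM over the list in the MRL/lpr libraries and 21.7 CPM in the MRL/mpj libraries. Tcf7, the most abundant, had 9.59 and 10.5 CPM and Lck had 6.25 and 1.89 CPM, so Tcf7 did not follow. No gene of this list was on another list or printed by the study, and 11 of the 18 had at least 10 counts in each MRL/mpj library. The count of 14 is consistent with more T cells among the cells of the MRL/lpr libraries, a candidate explanation. Expression of these genes by microglia was not tested. From its authors' earlier work, the paper states that MRL/lpr brains had no infiltrating cells at ages that include the 6 weeks on the labels. More T cells would bear on that statement. Cells were not counted here, so the count of 14 genes does not decide it.

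NK cell genes, which the paper does not discuss either apart from Klrk1, were higher for 5 of 9 tested and lower for 0, with the same counts adjusted over the list alone. Their median log2 fold change was 1.70. Without MRL/lpr replicate 1, 1 gene was lower. Klrd1 had 4.13 CPM in the MRL/lpr and 5.39 CPM in the MRL/mpj libraries, and Gzma had 4.39 and 1.35 CPM. Of the 13 genes listed, 1 is on another list, 1 is printed by the study and 8 had at least 10 counts in each MRL/mpj library. Monocyte genes moved both ways, with 7 of 13 higher and 2 lower. The number higher was 5 without MRL/lpr replicate 2 and 5 without MRL/lpr replicate 3. Fn1, the most abundant, had 530 and 497 CPM, and Ace, which was lower, had 47.2 and 85.3 CPM. Of the 13 genes, 1 is on another list and 12 had at least 10 counts in each MRL/mpj library. No explanation was tested for these lists.

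Dissociation and immediate-early genes, which the paper does not discuss, were higher for 25 of 26 and lower for 0 in the MRL/lpr libraries, with the same counts adjusted over the list alone. Each fit that left out one library gave 25 as well. The median log2 fold change was 0.87. Hspa1b, one of a pair of near-identical genes, had 8148 CPM against 4905 CPM, and Jun had 7594 CPM against 4553 CPM. All 26 genes had at least 10 counts in each MRL/mpj library, and 3 are on another list. Stronger activation during digestion and sorting of the MRL/lpr tissue could raise these 25 genes, and a response of the microglia to disease could raise them as well. The 2 cannot be told apart, since the preparations differ in strain and no handling record separates them.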

How the results depend on the processing

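No test in this part was chosen only after the result was seen, apart from the settings described as added. The number of differentially expressed genes was 1630 and ranged from 1398 to 1650 across the 6 fits that each left out one library. It stayed within 1.5 times of 1630 in each alternative except the test against the fold-change minimum with glmTreat, which gave 616 because it asks for evidence beyond that minimum. DESeq2 gave 1039 upregulated and 867 downregulated genes. The log2 ratio of mean CPM scaled by library size only gave 792 and 838, the same ratio with TMM scaling, which was added after the data were seen, gave 914 and 716, and DESeq2 with the ratio of mean FPKM and no filter gave 885 and 949. The number by adjusted p-value alone, 3950, ranged from 2803 to 4334 across the fits that left out one library.

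Over the 12 gene sets and both counts, 179 alternative values were computed, and 171 kept their direction and their side of the threshold. With the correlation estimated from the data, the adjusted p from camera rose to 0.0623 for the JAK/STAT genes of Table S4, to 0.094 for Fcγ receptor dependent phagocytosis and to 0.094 for the Toll-like receptor 4 cascade. With fry it fell to 0.0025 for M2 markers and to 3.34e-05 for homeostatic microglia genes. Fry asks whether the genes changed at all and not whether they changed more than others, which this difference follows from. Across the fits that left out one library, it ran from 0.0357 to 0.221 for M2 markers, the lowest without MRL/lpr replicate 3, and from 0.365 to 0.944 for phagocytosis genes, whose direction reversed to lower without MRL/lpr replicate 3. The cause was not tested.

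For the 86 named genes, 851 alternative values were computed and 821 kept their sign and their side of the threshold. The sign reversed in 8. Cx3cr1 had a log2 fold change of -0.19 with the replicate block, and across the fits that left out one library it ran from -1.25, without MRL/lpr replicate 2, to 1.45. The 132706 counts of that library set the other values. Across those fits Fas ran from -0.28 to 0.09, with 0.09 without MRL/lpr replicate 2 and 0.00 without MRL/mpj replicate 2. Sec61a1 ran from -0.14 to 0.01 and Slc11a1 from -0.11 to 0.01, with the positive values without MRL/lpr replicate 2. Uty ran from -0.05 without MRL/lpr replicate 1 to 0.19, and had -0.01 without MRL/mpj replicate 3. None of these values of Fas, Sec61a1, Slc11a1 and Uty was significant. DESeq2 gave no adjusted p-value for Cx3cr1, and the filter of at least 10 counts in each library kept 78 of the 86 genes. Of the other values that changed, 17 were weaker and 5 stronger. With the ratio of mean FPKM, which was added after the data were seen, Cdkn1a moved to 1.24.

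The replicate numbers do not pair the libraries. Deviations of same-numbered libraries from their group means had correlations of -0.066, 0.000 and -0.155 across 9784 genes, which are not independent replicates. With the replicate number as a block, 1422 genes were differentially expressed, 806 up and 616 down, and 3063 genes passed by adjusted p-value alone. The block changed no call of a gene set.

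Where 1 read pair is worth 4 counts, genes with few counts, such as Egfr, Pdgfra, Cited1 and Marco, rest on few molecules, and differences among them are not detectable at this depth unless large. One filter, at least 10 counts in each library, leaves out genes absent from a strain.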

Differences from the paper's values

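No test in this part was chosen only after the result was seen, apart from the FPKM ratio of single genes and the CPM ratio with TMM scaling, each named as such.

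The paper's log2 fold change of Cdkn1a in Table S4 is 1.24, and here it was 1.36 (standard error 0.07). Among the alternatives set before the data were examined, the value without MRL/lpr replicate 1, 1.30, lay within the error of the paper's. DESeq2, RLE normalization, the filter of at least 10 counts in each library, the replicate block and the other fits without one library did not close the gap. The log2 ratio of mean FPKM, chosen after seeing the values, gave the paper's 1.24 for Cdkn1a.

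The paper reports 1841 differentially expressed genes, 890 up and 951 down, and here there were 1630, 914 up and 716 down, which is within 1.5 times. The paper has more downregulated than upregulated genes, and here upregulated genes were the majority. More downregulated genes were found with scaling by library size only (766 up, 932 down), with the log2 ratio of mean CPM scaled by library size only (792 up, 838 down), and with DESeq2 with the ratio of mean FPKM and no filter (885 up, 949 down). The last setting, set before the data were examined, gave a total of 1834. The log2 ratio of mean CPM with TMM scaling, added after the data were seen, gave 914 up and 716 down, so for CPM the majority followed the scaling and not the use of a ratio.

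Figure 4E presents its genes as upregulated. Here 10 of the 18 tested were significantly higher. Sec61a1, Slc11a1 and Cited1 had log2 fold changes of -0.05, -0.06 and -0.47, and 5 others of the list had too few counts to be tested. Without MRL/lpr replicate 2, Sec61a1 and Slc11a1 had 0.01, and Irgm2 was significant without MRL/lpr replicate 1. Klrk1, upregulated in Figure 4F, had a log2 fold change of 0.98 with an adjusted p of 0.144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper states an enrichment of phagocytosis among the changed transcripts, whereas the phagocytosis genes listed here without immunoglobulin genes did not move as a set, with an adjusted p of 0.565 from camera and none of the alternatives under 0.05 (lowest 0.174). The Reactome set of Fcγ receptor dependent phagocytosis was higher, with an adjusted p of 0.0094 from camera, in a range from 0.000779 to 0.094. Neither is the set the paper used.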

Other observations

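The tests in this part on immunoglobulin genes, choroid plexus genes, MHC genes, counts divided by 4, the size of the GC and length trends, genes nearly absent from one strain and genes that take many of the counts were chosen only after the result was seen.

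Among the 10 splits of the 6 libraries into groups of 3, 1 gave as many differentially expressed genes, the real one, and 1 gave as many genes by adjusted p-value alone. For the gene sets of Figure 4E, Figure 4F, Table S4, immunoglobulin genes, interferon gamma signalling, the Toll-like receptor 4 cascade, M1 markers, homeostatic microglia genes and mitotic genes, 1 of the 10 splits gave a camera p as small. For M2 markers 3 of the 10 did, for Fcγ receptor dependent phagocytosis 2 and for phagocytosis genes 8. With 10 splits the share cannot go under 0.1, so a grouping by chance cannot be excluded by this count alone. The other splits gave at most 2 differentially expressed genes against 1630, and simulated data without changed genes gave 1 call. Each of the other splits mixes the strains, so a difference between the strains lowers its number, and these splits decide nothing. The simulated value of 1 argues against independent variation of the libraries as the source of the 1630 genes. The simulation held no difference shared by a group, such as handling or sex, so it does not cover these. For the gene sets a grouping by chance stays open.

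Technical trends were weighed as the source of the 1630 differentially expressed genes. With the counts divided by 4 and rounded, 1597 genes were called, which argues against the repeated counting of read pairs. The trend of the counts with GC content differed between the strains by at most 0.09 on the log2 scale over all genes, and that with gene length by at most 0.02. With each library left out in turn these values stayed at or under 0.12 and 0.05. Both are far from the minimum of 1, which argues against each trend as the whole source. A correction for GC content gave 1632 genes, with 1564 of the 1630 among them, and one for gene length gave 1626, with 1609 of the 1630. The second correction moved little and decides nothing by itself. A few genes that take many of the counts would shift the other genes together. With scaling by library size only, which leaves such a shift in place, the median log2 fold change was -0.13, far from the minimum of 1, and 766 genes were still upregulated and 932 downregulated. This argues against such a shift as the whole source. Normalization without the 20 most abundant and the mitochondrial genes moved little, with 1620 of 1630 calls shared, and decides nothing. Of the 12 sets, 9 held no tested gene that is nearly absent from one strain, so leaving such genes out tests nothing there. Interferon gamma signalling went from 84 to 81 genes and kept an adjusted p of 7.16e-09 from camera. Immunoglobulin genes went from 59 to 14 without these and without genes at the floor in one strain, and kept an adjusted p of 1.6e-08 from camera. These values argue against such genes as the whole source of the 2 set results. Phagocytosis genes, with 54 of 55 left, were not significant either way.

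Immunoglobulin genes were higher in the MRL/lpr libraries, and cells of the B lineage are a candidate source. Of 9 plasma cell genes outside the immunoglobulin loci, 2 were higher and 0 lower by edgeR's test, also adjusted over the list alone. They were Jchain, with 15.5 CPM against 1.23 CPM, and Mzb1, which was at least 16.1-fold higher than in the MRL/mpj libraries, where it had 0 counts. The most abundant genes of the list, Txndc5 and Prdm1, had 67.7 and 58.1 CPM in the MRL/lpr and 73.4 and 49.2 CPM in the MRL/mpj libraries, and 7 of the 9 had at least 10 counts in each MRL/mpj library. Of the 4 genes shared by B cells that were tested, 0 were higher. Of 9 B cell genes tested in all, 0 were higher and 1 lower, against 2 and 1 adjusted over the list alone, while 1 was higher without MRL/mpj replicate 3 and 2 were lower without MRL/mpj replicate 2. Bank1, the most abundant, had 47.8 and 57.2 CPM. Of the 13 B cell genes listed, 5 had at least 10 counts in each MRL/mpj library. The high baseline of most plasma cell genes could hide a small share of such cells, so antibody-secreting cells remain open. That reason does not cover most B cell genes. The B cell genes gave no rise by edgeR's test over all genes, but only 9 of the 13 listed could be tested. So few genes do not decide the question for B cells.

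Choroid plexus and ependymal genes were lower in the MRL/lpr libraries for 11 of 15 and higher for 0, against 12 and 0 adjusted over the list alone, with a median log2 fold change of -1.45. Ttr fell from 941 to 301 CPM and Enpp2 from 875 to 218 CPM. Of the 15 genes, 1 is also on another list and printed by the study, and 15 had at least 10 counts in each MRL/mpj library. The log2 fold changes of the list ran from -2.54 to 0.33, and 2 of the 15 were above 0. Less choroid plexus RNA in the MRL/lpr libraries could lower the 11 genes, which is a hypothesis. Whether they fell by one common factor was not tested. A different share of microglia among the cells would move the other cell types alike. Median log2 fold changes were -1.12 for neuron and -1.06 for oligodendrocyte genes, which go with such a share. The median was -0.02 for astrocyte genes, but it ran from -0.25 to 0.13 with each library left out in turn. Of the astrocyte genes 3 were lower and 0 higher, and their sum fell from 350.2 to 235.6 CPM, so they do not decide it. Endothelial genes had a median of -0.02, with 3 higher and 3 lower, which argues against such a share as the whole explanation. A part in the fall stays open. The median of 2.40 for T cell genes does not decide this, since their levels were low and more T cells are a candidate.

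Of 29 MHC genes tested whose symbols start with H2, chosen after their values were seen, 16 were higher and 6 lower, and 6 were lower by at least 1 on the log2 scale. H2-K1 rose by 1.44 and H2-Ea-ps by 4.66, while H2-D1 fell by 1.05 and H2-Eb2 fell by 5.70. Interferon induction alone would raise them, and the 6 lower genes argue against it as the whole explanation. Reads shared between MHC relatives, or variants against the reference, could contribute and were not tested.

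In single libraries, the counts of abundant genes sometimes jumped. Among 4536 genes with at least 50 CPM, 27 genes had 28 counts that differed at least 4-fold from the median of their strain, 14 of them in MRL/lpr replicate 3. In 18.5% of the 27 jumps in genes with coordinates, a gene within 100 kb moved the opposite way in that library, where random genes gave a median of 0%, and none of 200 draws reached that share. For these 5 jumps, reads moved between neighbouring genes by the counting are a candidate explanation, and the other jumps have none.

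Fasl, the ligand gene listed beside Fas, had 38, 64 and 16 counts in the MRL/lpr libraries and 0, 4 and 0 in the MRL/mpj libraries. Its log2 fold change was 4.89 (standard error 1.18, adjusted p = 0.0172 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lost significance without MRL/lpr replicate 2, MRL/mpj replicate 1 or MRL/mpj replicate 3. Without MRL/mpj replicate 2, the only MRL/mpj library with counts of Fasl, its log2 fold change was 8.35.

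Further lists were compared by edgeR's test. Of 20 disease-associated microglia genes, 6 were higher and 9 lower, against 6 and 11 adjusted over the list alone, and the number lower was 5 without MRL/lpr replicate 2, without MRL/mpj replicate 1 and without MRL/mpj replicate 2. Of 14 neutrophil genes 4 were higher and 0 lower, against 8 and 1 adjusted over the list alone, and 2 were higher without MRL/mpj replicate 3. Of 12 border macrophage genes 1 was higher and 3 lower, against 2 and 3 adjusted over the list alone, and 2 were higher without MRL/lpr replicate 3. Of 15 neuron genes 5 were lower, against 6 adjusted over the list alone, with 2 lower without MRL/mpj replicate 3 and 3 in 4 other fits without one library. Of 13 astrocyte genes 3 were lower, and also 3 adjusted over the list alone. Of 13 oligodendrocyte genes 4 were lower, against 5 adjusted over the list alone, and 1 was higher without MRL/lpr replicate 3. Of 14 endothelial genes 3 were higher and 3 lower, against 3 and 5 adjusted over the list alone, and 5 were higher and 5 lower without MRL/lpr replicate 3. Of 7 erythrocyte genes 1 was higher, against 0 adjusted over the list alone. None was higher in the fits without an MRL/mpj library, and 2 were without MRL/lpr replicate 3. Among the cytokines that the paper measured by qPCR in cortex, Il6, Tnf and Ccl3 were each higher in these microglia, and Il8 was not analysed here. Their log2 fold changes were 2.29 for Il6, 1.30 for Tnf and 0.98 for Ccl3. Cortex tissue is another sample, so these values do not bear on that measurement.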
